# Endothelial cell heterogeneity and microglia regulons revealed by a pig cell landscape at single-cell level

**DOI:** 10.1038/s41467-022-31388-z

**Published:** 2022-06-24

**Authors:** Fei Wang, Peiwen Ding, Xue Liang, Xiangning Ding, Camilla Blunk Brandt, Evelina Sjöstedt, Jiacheng Zhu, Saga Bolund, Lijing Zhang, Laura P. M. H. de Rooij, Lihua Luo, Yanan Wei, Wandong Zhao, Zhiyuan Lv, János Haskó, Runchu Li, Qiuyu Qin, Yi Jia, Wendi Wu, Yuting Yuan, Mingyi Pu, Haoyu Wang, Aiping Wu, Lin Xie, Ping Liu, Fang Chen, Jacqueline Herold, Joanna Kalucka, Max Karlsson, Xiuqing Zhang, Rikke Bek Helmig, Linn Fagerberg, Cecilia Lindskog, Fredrik Pontén, Mathias Uhlen, Lars Bolund, Niels Jessen, Hui Jiang, Xun Xu, Huanming Yang, Peter Carmeliet, Jan Mulder, Dongsheng Chen, Lin Lin, Yonglun Luo

**Keywords:** RNA sequencing, Systems analysis, Databases, Microglia, Angiogenesis

## Abstract

Pigs are valuable large animal models for biomedical and genetic research, but insights into the tissue- and cell-type-specific transcriptome and heterogeneity remain limited. By leveraging single-cell RNA sequencing, we generate a multiple-organ single-cell transcriptomic map containing over 200,000 pig cells from 20 tissues/organs. We comprehensively characterize the heterogeneity of cells in tissues and identify 234 cell clusters, representing 58 major cell types. In-depth integrative analysis of endothelial cells reveals a high degree of heterogeneity. We identify several functionally distinct endothelial cell phenotypes, including an endothelial to mesenchymal transition subtype in adipose tissues. Intercellular communication analysis predicts tissue- and cell type-specific crosstalk between endothelial cells and other cell types through the *VEGF*, *PDGF*, *TGF-β*, and *BMP* pathways. Regulon analysis of single-cell transcriptome of microglia in pig and 12 other species further identifies *MEF2C* as an evolutionally conserved regulon in the microglia. Our work describes the landscape of single-cell transcriptomes within diverse pig organs and identifies the heterogeneity of endothelial cells and evolutionally conserved regulon in microglia.

## Abstract (web summary)

Pigs are important large animal models for biomedical research. Here, the authors construct a single-cell landscape of pig tissues, unravelling the phenotypic heterogeneity of blood endothelial cells in adipose tissues and the evolutionally conserved regulons of microglia in brains.

## Introduction

The domestic pig (*Sus scrofa domesticus*) is an important large animal for modeling both monogenic and complex human diseases such as cystic fibrosis^1^, atherosclerosis^2^, Huntington’s diseases^3^, and diabetes^4–6^. Additionally, it is explored and regarded as the most promising source for xenotransplantation^7–9^ largely due to the postulation of their high resemblance to humans in organ size, structure, anatomy, genetics, and physiological functions^10,11^. Recently, clinical transplantation of genetically modified pig kidneys and heart has successfully been achieved with patients^12^. Despite all these great promises and progress, several species-specific cellular and molecular differences between pigs and humans exist. For example, pluripotency progression and metabolic transition were found to be different using single-cell RNA-sequencing (scRNA-seq)^13^. To gain better insights into the biomedical similarity, as well as differences between pig and human, and to advance the applications of pigs in biomedical research, a comprehensive and body-wide investigation of the domestic pig is needed at single-cell level.

High-throughput scRNA-seq technology has greatly expanded the ability to better understand the cell composition, interactions, heterogeneity, and functions in highly organized and multicellular mammalian organs under physiological or pathological conditions^14,15^. Pioneering work has been completed for most model animals and humans^16–22^. Since the completion of the first porcine reference genome, technological breakthroughs in gene editing and cloning allow precise manipulation of the pig genome in living animals^23–25^ and applications of pigs in biomedical research have been greatly expanded. Previous scRNA-seq studies in pigs were restricted to a few tissues or a single organ^26–28^. Recently, the pig BodyMap atlas with the conventional bulk RNA-seq method has been reported^29^. Using similar bulk RNA-seq based transcriptome profiling, we have systematically profiled the protein-coding transcriptome in 98 pig tissues (www.rnaatlas.org)^30^.

In this study, we report the generation of a single-cell transcriptome atlas of 222,526 cells across twenty tissues of the domestic pig by using scRNA-seq and single-nuclei RNA-sequencing (snRNA-seq). The mapping results are available through the pig single-cell atlas database for comparative analyses and data exploration (https://dreamapp.biomed.au.dk/pigatlas/). In total, 58 cell types were identified, which contribute to tissue-specific and shared functions between the tissues. We identified tissue-specific cell types, as well as common cell types shared across different tissues. Commonly shared cell types also exhibit tissue-specific expression patterns and functions. One such cell type is vascular endothelial cells (ECs). Further analysis of ECs probed rare ECs types supporting the notion of endothelial to mesenchymal transition (EndMT), which we further validated by scRNA-seq of cultured ECs and induced EndMT by transforming growth factor-beta 2 (TGF-β2) treatment. These single-cell transcriptome data allow us to gain insights into the similarities and differences in biomedical and cellular functions between pigs and humans. We also performed a pan-species regulon comparison analysis covering thirteen different species and identified *MEF2C* as the most conserved regulon for microglia evolution over 300 million years.

## Results

### Single-cell and single-nuclei RNA sequencing of four pig tissues highly correlates in common cell types

To construct the first body-wide single-cell transcriptome atlas of pigs, 20 pig tissues/organs were analyzed using single-cell and/or single-nuclei sequencing. Nine pig tissues, including visceral and subcutaneous adipose tissues, spleen, intestine, liver, lung, peripheral blood mononuclear cells (PBMCs), whole brain, and retina, were analyzed by single-cell RNA sequencing (scRNA-seq). Fifteen tissues, including nine brain regions, retina, kidney, heart, spleen, liver, and lung, were analyzed by single-nuclei RNA sequencing (snRNA-seq). Among the nine different brain regions, four regions (area postrema, cerebellum, subfornical organ, and the vascular organ of lamina terminalis (OVoLT)) were generated by this study, and the other five brain regions (frontal lobe, hypothalamus, occipital lobe, parietal lobe, and temporal lobe) were from a study we had previously published using snRNA-seq^28^. Both scRNA-seq and snRNA-seq techniques were used for single-cell transcriptome analysis, which had both technical strengths and limitations^31^. The scRNA-seq is performed using freshly isolated single cells, thus capturing all transcripts in the cells, but limited by the sample processing procedures. Single-cell suspensions must be prepared from fresh tissues for scRNA-seq. For snRNA-seq, tissues can be snap-frozen after sampling and used for nuclei extraction, thus less limited by timing. We selected both scRNA-seq and snRNA-seq for reasons of practicality and resource availability. To compare the two methods, four pig tissues (liver, retina, lung, spleen) were analyzed with both scRNA-seq and snRNA-seq. In total, the pig single-cell transcriptome atlas includes twenty pig tissues (Fig. 1a). All samples were dissociated into single cells or single-nuclei, followed by high-throughput scRNA-seq or/and snRNA-seq library generation, deep sequencing, and data analyses (Fig. 1b). Complete information of all batches of samples was summarized in Supplementary Data 1. After filtering low-quality cells (nFeatures_RNA < 200 or % mitochondria transcripts > 30%) and doublets (nFeatures_RNA > 5000), high quality single-cell transcriptome data were obtained from 222,526 cells, of which 133,492 and 89,034 were obtained with scRNA-seq and snRNA-seq, respectively.

**Fig. 1:**
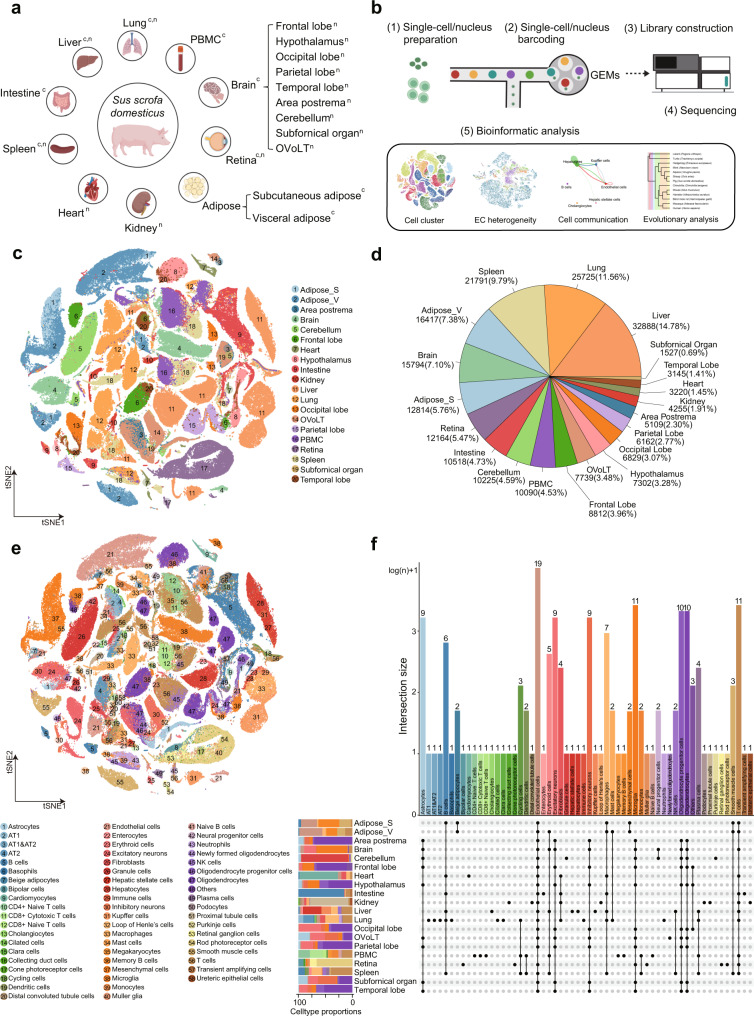
A single-cell transcriptome atlas of 20 pig tissues. **a** Schematic diagram of organs/tissues. Superscripts “c” and “n” represent the tissue analyzed by scRNA-seq and snRNA-seq respectively. OVoLT, vascular organ of lamina terminalis. **b** Schematic diagram of cDNA libraries generation and downstream bioinformatics analyses. The scRNA-seq and snRNA-seq were constructed independently, followed by high-throughput sequencing, and downstream bioinformatic analyses. **c** t-SNE visualization of all single cells in the 20 tissues. Cells are color-coded according to the tissue origin. **d** Pie chart showing the number of cells and proportion of cells from each tissue after filtering low-quality cells and doublets. **e** t-SNE visualization of all annotated major cell types from the 20 tissues. Cells are color-coded according to cell types. **f** Bar graph and intersect plots showing the presence of the 58 cell types across the 20 tissues. Source data are provided as a Source Data file. Schematic diagrams in **a** and **b** were created with BioRender.com.

We first compared single-cell gene expression profiling of tissues obtained with scRNA-seq and snRNA-seq. Quality control (QC) comparison of scRNA-seq and snRNA-seq demonstrated that scRNA-seq captures more transcripts per cell and obtains higher percentage of mitochondria- and ribosome genes. In contrast, snRNA-seq captures a higher percentage of protein-coding transcripts and transcription factor-encoding gene transcripts, largely due to the absence of mitochondria and ribosome RNAs. Despite that, when evaluating cell cycle gene expression, the scores of S and G2M stages are similar in tissues analyzed with scRNA-seq and snRNA-seq (Supplementary Data 2). Next, cells from the spleen, liver, lung, and retina captured by snRNA-seq and scRNA-seq were clustered and visualized by t-SNE plots (Supplementary Fig. S1). Cell clusters were annotated based on the expression of canonical cell-type markers (Supplementary Fig. S1a–d). The number captured cells for each cell type in the four shared tissues analyzed by scRNA-seq and snRNA-seq are highly variable (Supplementary Fig. S1e–h), which can be explained by sampling and tissue processing biases, as the scRNA-seq and snRNA-seq experiments were carried out in two different laboratories. Despite that, our results showed that common cell types captured by scRNA-seq and snRNA-seq exhibit similar gene expression profiles and cell-type-specific markers. Most importantly, correlation analysis between shared cell types further showed that the transcriptome of the same cell types identified scRNA-seq and snRNA-seq are well correlated (Supplementary Fig. S1i–l). Thus, we combined the scRNA-seq and snRNA-seq data, batch-corrected, and performed an integrative analysis with *Seurat*^32^.

### A pig single-cell transcriptome atlas

To identify the cell types based on their single-cell transcription profile, we first performed graph-based clustering and visualized all the cells from these twenty tissues using t-distributed stochastic neighbor embedding (t-SNE) at tissue levels (Fig. 1c). On average, the number of single-cell/nuclei transcriptomes obtained from each tissue ranges from 1527 cells (subfornical organ) to 32,888 cells (liver), representing 0.69% and 14.78% of the total cells, respectively (Fig. 1d). Most cells from each tissue are clustered separately thus corroborating the general transcriptome regulation of tissue origin^33^. We next performed cell-type clustering and annotated each cluster of cells according to the expression of canonical cell-type markers for each tissue separately (Supplementary Data 3). In total, we identified 234 cell clusters corresponding to 58 major cell types with significantly enriched markers (Fig. 1e, Supplementary Fig. S2, Supplementary Data 4). The cell types in each organ were visualized by using t-SNE, which revealed a great diversity of cell types within each tissue ranging from six cell types (subfornical organ) to sixteen cell types (lung) per tissue/organ (Fig. 1f, Supplementary Fig. S2, Supplementary Data 3). With the transcriptional profiles from these large amounts of cells, we comprehensively characterized the cell types in all tissues. For example, beige adipocytes (*CIDEA*+, *TBX1*+*)* were only identified in adipose tissues. Cardiomyocytes (*ACTN2*+, *MYH7*+, *FHL2*+, and *TNNT2*) were obtained from the heart. Enterocytes (*CHP2*+, *FABP1*+, and *FABP6*+) are only detected in the intestine. Cholangiocytes (*MMP7*+, *SPP1*+, and *ONECUT1*+), hepatic stellate cells (*ACAT2*+*, COL1A1*+*, RBP1*+, and *COLEC11*+), hepatocytes (*GHR*+, *HAMP*+, *HSD11B1*+, and *RPP25L*+), and Kupffer cells (*CD163*+and *VSIG4*+) were identified in the liver. In the lung, the AT1 (*AGER*+, *AQP5*+*, CLIC5*+*, and SCGB1A1*+) and AT2 (*SFTPB*+, *SFTPD*+, and *ABCA3*+) were identified. Immune cell types such as T cells, B cells, and macrophages are the major cell types found in PBMC and the spleen. Additionally, several types of neuron cells and microglia were identified in brain regions (Fig. 1f, Supplementary Data 3). Moreover, several cell types commonly shared between tissues were identified, such as ECs across nineteen different tissues (except PBMC); microglia mainly across all brain regions and retina; immune cells such as T cells, B cells, and NK cells across multiple different tissues (Fig. 1f). These results demonstrated that the main tissue-specific cell types were identified in each tissue and some cell types were distributed across tissues. It is consistent with the understanding that the cells derived from the three germ layers are widely distributed within the human body^34^. To further facilitate the sharing and utility of the resource generated by this study, we constructed a single-cell transcriptome atlas database (https://dreamapp.biomed.au.dk/pigatlas/).

### Validation of intra-tissue cell heterogeneity in the retina and kidney

To further explore and validate the intra-tissue cell heterogeneity, we selected two tissues, retina and kidney, which have been largely used as models for ophthalmology and kidney diseases^35–39^.

The porcine retina contains several retina-specific cell types, such as bipolar cells, cone photoreceptor cells, Müller glia, retinal ganglion cells, and rod photoreceptor cells (Fig. 2a). The main cell types shared in multiple tissues are microglia and T cells. Bipolar cells express high levels of *TRPM1*, *PCP2*, and *GNG13*. Cone photoreceptor cells exhibit a high level of *ARR3*. Microglia were indicated by the specific expression of *C1QA*, *C1QB, CSF1R*, and *CD68*. Müller glia demonstrated a specific expression of *RLBP1* and *CA2*, and retinal ganglion cells were annotated with high expression of *NEFL, THY1*, and *NRN1*. Rod photoreceptor cells had a high expression of *PDE6A, CNGA1*, and *SAG* (Fig. 2b, Supplementary Data 3, 4). Gene ontology (GO) analysis further showed that axonogenesis, axonal/axonal-dendritic transport, negative regulation of neurogenesis, regulation of neuron projection development, and negative regulation of neuron differentiation are enriched in bipolar cells. In addition, pathways such as axonogenesis, gliogenesis, and negative regulation of neurogenesis, regulation of neuron projection development are enriched in Müller glia. Retinal ganglion cells share many enriched pathways with Müller glia. One specific pathway enriched in retinal ganglion cells (RGC) is neuron recognition, which is in good agreement with RGC’s function in pattern recognition and visual processing^40,41^. For rod photoreceptor cells, pathways such as photoreceptor cell differentiation, photoreceptor cell cilium, photoreceptor outer segment, detection of light stimulus, and phototransduction are enriched (Fig. 2c, Supplementary Data 5). Subsequently, we validated the canonical cell markers in the retina cell types by protein staining. Rhodopsin RHO, which is essential for vision^42^, was highly expressed in the rod photoreceptor cells. Arrestin 3 (ARR3), which is a non-visual arrestin and binds phosphorylated G protein-coupled receptors, was highly expressed in the cone photoreceptor cells. The G Protein Subunit Gamma 13 (GNG13) was detected strongly expressed in bipolar cells, in line with the previous findings by scRNA-seq of retina bipolar neurons^43^. CRX is a cone-rod homeobox gene expressed in cone-rod photoreceptor cells. Lastly, CDHR1 and RBP3 were identified in the photoreceptor cells (Fig. 2d, e).

**Fig. 2:**
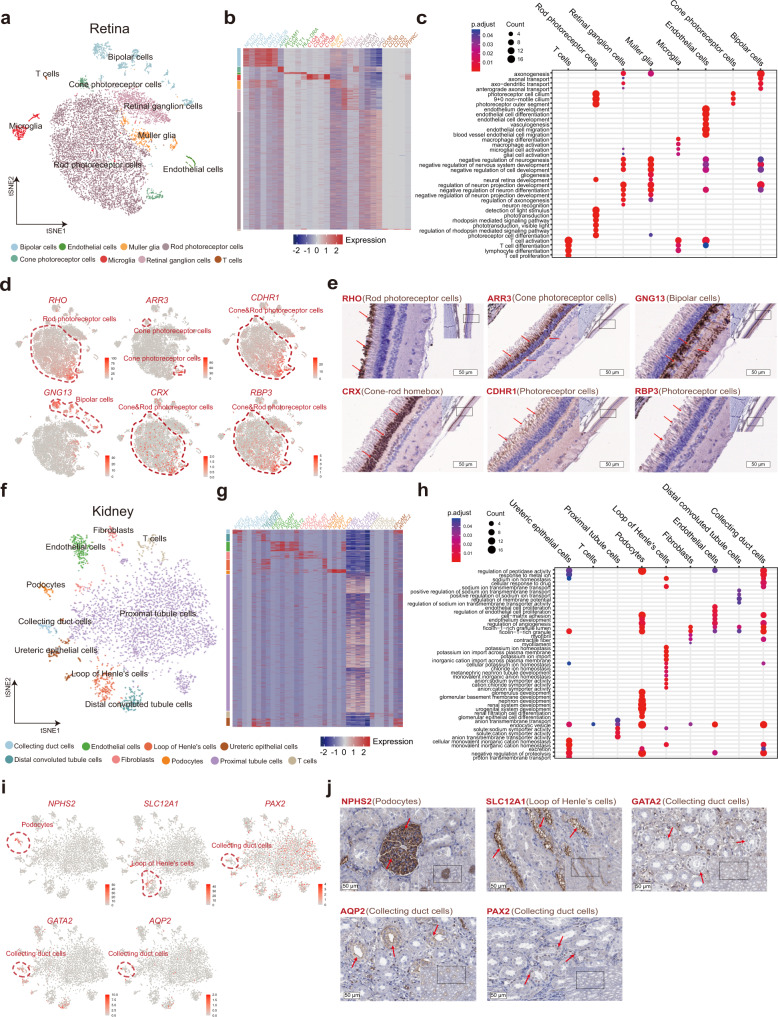
Validation of cell heterogeneity in retina and kidney. **a** t-SNE visualization of major cell types in the retina. **b** Heatmap of marker gene expression in the cell types captured in the retina. **c** GO term enrichment analysis on marker genes in the major cell types in the retina. The hypergeometric test was used for GO term analysis, and *p* values were adjusted by Benjamini & Hochberg. **d** t-SNE visualization of the expression of *RHO*, *ARR3*, *CDHR1*, *GNG13*, *CRX*, and *RBP3* in the retina. **e** Representative IHC staining of RHO, ARR3, GNG13, CRX, CDHR1, and RBP3 in pig retina (*n* = 3). **f** t-SNE visualization of major cell types in the kidney. **g** Heatmap of marker gene expression in major cell types in the kidney. **h** GO term enrichment analysis on marker genes of major cell types in the kidney. The hypergeometric test was used for GO term analysis, and *p* values were adjusted by Benjamini & Hochberg. **i** t-SNE visualization of *NPHS2, SLC12A1, PAX2, GATA2*, and *AQP2* expression in the kidney. **j** Representative IHC staining of NPHS2, SLC12A1, GATA2, AQP2, and PAX2 in pig kidney (*n* = 3). Source data are provided as a Source Data file.

In the pig kidney, collecting duct cells were characterized by the specific expression of *AQP3*, *GATA2*, and *AQP2*. Distal convoluted tubule cells were indicated by the specific expression of *TMEM52B*. Proximal tubule cells were demonstrated with the specific expression of *CUBN*, *LRP2*, *SLC13A3*, and *SLC34A1*. In addition, we identified podocytes (*NPHS1*+, *NPHS2*+, *WT1*+, and *CLIC5*+) and Loop of Henle cells (*SLC12A1*+). In addition to these cells, we identified a few other cell types in the kidney. Briefly, fibroblasts had a high expression of *CALD1*, *COL6A1*, and *DCN1*, and the T cells demonstrated enrichment of *CD3E, CD3D, CD2*, and *CD3G*. The ECs showed an increased expression of *PECAM1* and *NRP1* (Fig. 2f, g, Supplementary Data 6). We next performed GO enrichment analysis of the selected cell types. Our results show that pathways i.e., metal ion, sodium ion transmembrane transport, cellular drug response were mainly enriched in collecting duct cells. The positive regulation of sodium ion transmembrane transport, regulation of transmembrane transport, and regulation of membrane potential were enriched in distal convoluted tubule cells. In addition, the cell-matrix adhesion, regulation of angiogenesis, ficolin-1-rich granule lumen, and myofibril were enriched in collecting duct cells, ECs, and podocytes. Glomerular epithelial cell differentiation, renal filtration cell differentiation, nephron development, and glomerulus development were specifically enriched in podocytes. Moreover, our single-cell analysis suggested that loop of Henle cells plays an important role in potassium ion homeostasis, potassium ion import, chloride ion homeostasis, and metanephric nephron tubule development (Fig. 2h, Supplementary Data 6**)**, in line with its functions in maintaining iron and water homeostasis^44^. To validate the canonical markers expressed in the kidney, we further analyzed them with immunohistochemistry. Our results showed that NPHS2, a podocyte-specific marker, is specifically expressed in podocytes. SLC12A1 was specifically expressed in the loop of Henle cells, while GATA2, AQP2, and PAX2 were specifically expressed in collecting duct cells in the porcine kidney (Fig. 2i, j).

### Endothelial cell heterogeneity

Single-cell transcriptome analysis also enables us to probe rare cell types. Endothelial cells (ECs), which line the vascular systems and play important roles in e.g. regulating immune responses, regulation of blood fluidity, cardiovascular homeostasis, maintenance of vascular functions, have been extensively studied by scRNA-seq in human and mouse^45–49^, though little is known about the single-cell transcriptome and heterogeneity of ECs in pigs. We therefore focused on the ECs which were captured in 19 tissues in our datasets. To characterize the heterogeneity of ECs in pig organs, we extracted ECs from all 19 tissues expressing the canonical EC marker *PECAM1*, and excluded epithelial cells (*EPCAM*+), immune cells (*PTPRC*+), fibroblasts (*COL1A1*+), and pericytes (*PDGFRB*+) which frequently co-express *PECAM1* (Fig. 3a, Supplementary Fig. S3a, Supplementary Data 7). In total, we obtained 9520 ECs from 19 tissues and 56% of all ECs were derived from the adipose tissues (Supplementary Data 7). This is expected, as we applied a protocol optimized for enriching ECs from adipose tissues (see methods). After batch correction, all ECs were separated into 21 subtypes with significantly enriched genes (Fig. 3b, c, Supplementary Fig. S3b, Supplementary Data 8). Although the number of analyzed ECs from each tissue are largely different, the distribution of these 21 EC clusters was quite similar between the tissues (Fig. 3c). We performed gene ontology analysis of these 21 EC clusters based on enriched markers (Supplementary Data 8**)**. Two EC clusters with distinct functions were highlighted here. The EC cluster (c12) upregulates defense marker genes (i.e., complement: *C1QA, C1QB, C1QC;* cathepsins: *CTSS, CTSD, CTSB, CTSZ*; cystatins: *CST3, CSTB* (Supplementary Fig. S3c, Supplementary Data 8)), suggesting that it is an EC phenotype with immune active features. This observation is consistent the scavenging and immune-modulating EC phenotype reported previously^50–53^. In adult tissues, most ECs are quiescent. We identified a small EC cluster (c17) significantly up-regulating cell proliferation genes (*CENPF, CENPE, TOP2A, TPX2*) (Supplementary Data 8), which we define as proliferating ECs. The presence of proliferating ECs in the analyzed pig tissues agrees with the age of the pigs used for this study (Supplementary Data 1).

**Fig. 3:**
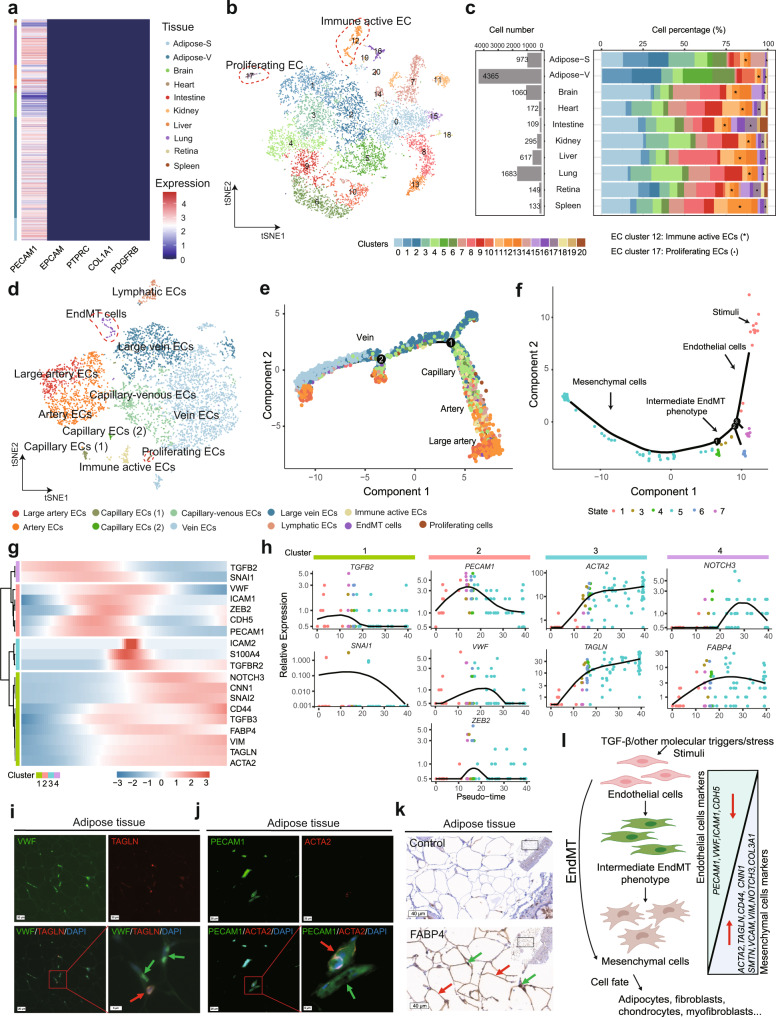
Single-cell transcriptome analysis of porcine ECs in pig tissues. **a** Heatmap of gene expression in the selected *PECAM*+/*EPCAM*−/*PTPRC*−/*COL1A1−*/*PDGFRB−* ECs from 19 tissues. **b** t-SNE visualization of 21 EC clusters, which are colored according to EC cluster numbers. **c** Bar graph shows numbers and percentage of ECs in tissues. ECs were colored according to clusters. **d** EC subtypes in adipose tissues. Cells are color-coded according to the subtypes of ECs. **e** EC subtypes trajectory analysis in adipose tissues (adipose-S and adipose-V) using monocle 2 and cells on the tree are colored by EC subtypes. **f** EndMT EC trajectory analysis using monocle 2 and cells on the tree are colored by EndMT states. **g** Pseudotime trajectory analysis of marker genes in different states of EndMT cells. **h** Representative pseudotime trajectory of marker genes (*TGFB2, SNAI1, PECAM1, VWF, ZEB2, ACTA2, TAGLN, NOTCH3, FABP4*) in different states of EndMT ECs. **i** Representative Immunofluorescence staining images of VWF and TAGLN in adipose tissues. Arrow (red) indicates ECs expressing both VWF and TAGLN. Arrow (green) indicates ECs only expressing VWF (*n* = 3). **j** Representative Immunofluorescence staining images of PECAM1 and ACTA2 in adipose tissue. Arrow (red) indicates ECs expressing both PECAM1 and ACTA2. Arrow (green) indicates ECs only expressing PECAM1 (*n* = 3). **k** IHC of FABP4 in ECs and adipose tissues. Arrows (green) indicate ECs. Arrows (red) indicate adipocytes. Control was stained with an antibody against a gene not expressed in adipose tissues (*n* = 3). **l** An integrated model of EndMT process. Source data are provided as a Source Data file. Schematic diagrams in **I** were created with BioRender.com.

As EC heterogeneity can be caused by tissue types and vascular bed, we therefore focused on the ECs from adipose tissues and further investigated the EC heterogeneity within tissues. We next performed cell clustering based on the adipose tissue-derived ECs and annotated each ECs subtype based on the expression of ECs markers and pseudotime trajectory analysis. The ECs from adipose tissues are mainly composed of blood ECs (arterial, capillary, and vein) and lymphatic ECs (Fig. 3d, e), which also seems to express higher level of mesenchymal genes (Supplementary Fig. S3a). We also identified three functionally distinct phenotypes: proliferating EC, immune active EC and an EC phenotype with co-expression of the mesenchymal cell markers *ACTA2* and *TAGLN* (Fig. 3d, Supplementary Data 9). Both immune active and proliferating ECs have been described above and in previous scRNA-seq studies of mouse and human ECs^45–47^. Here we focus on the small fraction of mesenchymal-like endothelial phenotype. Previous studies have suggested the existence of such a specific endothelial phenotype, which is undergoing the processing of endothelial-to-mesenchymal transition (EndMT)^54–57^. The number of expressed genes per cell is similar between EndMT cells and other EC phenotypes (Supplementary Fig. S3d), confirming that it is a cluster of transcriptomically distinct EC subtypes which is not caused by doublets of an EC and a mesenchymal cell. To further validate the mesenchymal-like EC phenotype, we performed pseudotime trajectory analysis which demonstrates that the EndMT cells undergo a dynamic developmental transition from ECs to mesenchymal cells (Fig. 3f). During the EndMT process, expression of EndMT inducing genes (*TGFB2* and *SNAI1*) were high in the early EndMT process, followed by gradually decreasing expression of EC-specific genes (e.g., *PECAM1, VWF, ICAM1*, and *CDH5*), and the increased expression of mesenchymal cell-specific genes (e.g., *ACTA2, TAGLN, CD44, VIM*, and *CNN1*) (Fig. 3g, h). Early findings suggested that TGF-β*2* is a key regulator of the EndMT process^55,58–61^. Our pseudotime analysis of EndMT cells also suggested that the expression of the TGF-β signaling pathway (*TGFB2*) a key inducing factor driving the EndMT process (Fig. 3h).

To verify some of the markers for EndMT cells at the protein and histological level, we analyzed the co-expression of ECs markers (*PECAM1* and *VWF*) and mesenchymal cell markers (*ACTA2* and *TAGLN*) by antibody-based immunofluorescence staining. Our results showed that EndMT cells can be clearly identified in adipose tissues with co-expression of *VWF* and *TAGLN* (Fig. 3i), as well as *PECAM1* and *ACTA2* (Fig. 3j), in a small fraction of ECs. Corroborating the scRNA-seq results, only a very small fraction of the adipose tissue ECs is EndMT. We also validated another ECs-specific marker *FABP4* found by our single-cell analysis of pig adipose ECs. The fatty acid-binding protein 4 (FABP4) is a lipid transport protein, which is expressed in adipocytes and capillary ECs^62^. To investigate if *FABP4* is expressed in capillary ECs across pig tissues, we analyzed pig liver, heart, kidney, spleen, duodenum, jejunum, cerebellum, and brain cortex by immunohistochemistry. The results show that FABP4 is strongly expressed in capillary ECs of all included pig tissues (Supplementary Fig. S3e) and is highly expressed in the subcutaneous adipocytes and the adipose ECs (Fig. 3k). Collectively, our results support the previous model of EndMT (Fig. 3l), which is involved in important mesenchyme-associated physiological and pathological processes^54^.

### Validation of EndMT in cultured ECs

Cultured ECs are common models for studying the EndMT process, of which differentiation of ECs into mesenchymal cells can occur spontaneously or through TGF-β induction^63^. Previously, we also identified the EndMT ECs phenotype in cultured human lung tumor ECs^46^. 

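Endothelial cells (ECs) line blood vessels, and primary ECs are taken from the animal and not from an established line. The perfused lung and the aorta near to the lung were digested with collagenase, and the released cells were grown in medium with 10% fetal calf serum. In scRNA-seq by the 3′ method given in the methods, each captured transcript carries a unique molecular identifier (UMI), so molecules were counted and not reads. The authors deposited the UMI counts of each gene in each cell from Cell Ranger on Sscrofa11.1, without normalization. There was 1 library of cultured aorta ECs and 1 library of cultured lung ECs. The aorta library held 46080859 UMIs in 1185 cells, with a median of 45594 UMIs and 6142 detected genes per cell. The lung library held 57213236 UMIs in 5946 cells, with a median of 9326 UMIs and 2871 detected genes per cell. The limits on cells from the methods had not yet been applied to these counts. They were applied here as more than 200 and fewer than 5000 detected genes and under 30% of UMIs from the 12 mitochondrial genes that the methods list. Each library was then log-normalized and clustered in Seurat from its most variable genes, after the marker genes used for naming had been taken out of them. Clusters were named from fixed lists of marker genes and carry the ending "-like", and clusters with raised COL1A1 and COL1A2 were called collagen-high. Clusters given 1 name were joined into a class. Levels are the UMIs of a gene summed over the cells of a class, as UMIs per 1000000 UMIs of that class (CPM), with exact Poisson 95% intervals. Shares of cells carry exact Clopper-Pearson 95% intervals. Both kinds of interval cover counting error only. As there were no replicate libraries, levels and shares were not tested between the lung and the aorta or between classes. Coordinates are those of the NCBI RefSeq annotation of Sscrofa11.1, joined to the Ensembl identifiers of the deposited counts by gene symbol.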

To further validate this EndMT ECs phenotype, we isolated and cultured primary ECs from pig lung and aorta and analyzed them by scRNA-seq (Fig. 4a). 

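Of the 1185 cells of the cultured aorta ECs, 246 passed the limits, with 1825143 UMIs in all and a median of 4691 UMIs and 1598.5 detected genes per cell. A further 709 aorta cells passed every other limit and had 5000 or more detected genes, with a median of 58476 UMIs. Of the 5946 cells of the cultured lung ECs, 5683 passed, with 56124100 UMIs and a median of 9453 UMIs and 2894 detected genes, and 26 had too many genes. Among the alternatives fixed before the data were examined, the number of aorta cells moved most with no upper limit on genes. It was then 955 cells, with a median of 52080 UMIs. The main values of the aorta are therefore given under the limit and with no upper limit. Scrublet, a doublet caller, called 3 of the 246 aorta cells and 4 of the 5683 lung cells, and these were kept.

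Clustering gave 4 clusters in the cultured aorta ECs, and all of them could be named. Endothelial-like cells numbered 159 (64.6%, interval 58.3 to 70.6), EndMT-like cells 66 (26.8%, 21.4 to 32.8) and collagen-high cells 21 (8.54%, 5.36 to 12.8). Clustering both libraries together moved the endothelial-like share of the aorta most, to 38.6%, and gave 50.0% EndMT-like cells. The aorta cells named EndMT-like by joint clustering had a median of 0.112% of UMIs from mitochondrial genes, against 7.17% in the endothelial-like ones. Of the 955 aorta cells with no upper limit on genes, 632 were endothelial-like (66.2%, 63.1 to 69.2), 68 were EndMT-like (7.12%, 5.57 to 8.94) and 139 were collagen-high (14.6%, 12.4 to 17.0). The other 116 aorta cells (12.1%, 10.1 to 14.4) had no name. In the cultured lung ECs, 12 clusters were found. Endothelial-like cells numbered 4930 (86.8%, 85.8 to 87.6), collagen-high cells 332 (5.84%, 5.25 to 6.48) and immune-like cells 90 (1.58%, 1.28 to 1.94), and 331 cells (5.82%) had no name. The unnamed lung cells had a median of 2857 UMIs. No lung cluster was named EndMT-like, and by counting error alone 0 of 5683 cells allows a share of up to 0.0649%. This 0 also rests on the naming, since clusters of low depth stayed unnamed unless a marker of their class was among their leading genes. An unnamed lung cluster of 40 cells, with a median of 1062.5 UMIs, had 5 EndMT markers raised. Another of 291 cells held 11 endothelial markers. With 10 principal components or with both libraries clustered together, 39 lung cells (0.686%) were named EndMT-like. Their medians were 1051 UMIs and 0.17% of UMIs from mitochondrial genes.

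Genes outside the naming lists that set the aorta classes apart from the rest of the library most were ECSCR, PRSS12, LAPTM5, CAVIN2 and SELP in endothelial-like cells. They were FAM98C, S100A2, FABP5, CTH and PRRX1 in EndMT-like cells and COL15A1, COL6A1, PAPPA, ITGB3 and SFRP2 in collagen-high cells. A lung cluster of 201 endothelial-like cells was led by the interferon response genes CXCL10, RSAD2 and IFIT2. An aorta cluster of 241 endothelial-like cells, seen with no upper limit, was led by CCL5, SLPI, CFD and RSAD2.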

In total, after filtering low-quality cells and doublets, 5698 and 882 cells were obtained from the cultured ECs of pig lung and aorta respectively, which were further clustered into 5 clusters (Fig. 4b–f) based on the expression of cell-type-specific markers (Fig. 4c–e) and cell cycle analysis (Fig. 4f). In cultured ECs from both pig lung and aorta, we identified three clusters of proliferating ECs (G1, S and G2M phase) and an intermediate EC phenotype. 

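Endothelial-like clusters were divided by whether lists of S phase or G2M phase marker genes were raised. In the cultured lung ECs, 1233 cells (21.7%, interval 20.6 to 22.8) were in clusters with S markers raised and 592 (10.4%, 9.63 to 11.2) in a cluster with G2M markers raised. Another 3105 endothelial-like lung cells (54.6%, 53.3 to 55.9) had neither list raised. The number of lung cells with S markers raised depended on the settings. It was 602 with 10 and 582 with 30 principal components, and 568 with cell cycle genes also taken out of the variable genes. Each cell was also scored for its phase with Seurat's cell cycle gene lists, which share genes with the marker lists. By that score, 80.3% of the lung cells with S markers were in S, 98.0% of those with G2M markers in G2M, and 66.9% of those with neither in G1. Of the cells with neither list raised, 24.2% scored as G2M, and these clusters include 1 of 895 cells led by CDC20, CCNB1 and DLGAP5. In the cultured aorta ECs under the gene limit, all 159 endothelial-like cells were in clusters with neither list raised. At a resolution of 1.5, a cluster of 42 of them (17.1% of the library, 12.6 to 22.4) had both lists raised. Among the 955 aorta cells, 165 (17.3%, 14.9 to 19.8) had S markers raised, 154 (16.1%, 13.8 to 18.6) had G2M markers raised and 313 (32.8%, 29.8 to 35.9) had neither. Of these, 58.2% scored as S, 70.1% as G2M and 96.8% as G1, in that order.

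Over whole classes, endothelial-like aorta cells under the gene limit were 52.2% G1 (44.1 to 60.2), 22.0% S and 25.8% G2M. After each cell had been thinned to 5200 UMIs, which left out 75 shallower cells, 54.8% of the other 84 were in G1. EndMT-like cells were 10.6% G1 (4.37 to 20.6), 50.0% S and 39.4% G2M. Thinning left out 45 of them and moved this G1 share most, to 0 of 21 cells (interval up to 16.1%). Collagen-high aorta cells were 19.0% G1 (5.45 to 41.9), and 18.2% of 11 after thinning left out 10. This share was 10.1% of 139 cells with no upper limit on genes. It was 42.3% of 26 cells with the highest Scrublet scores removed. In the lung, 43.4% of endothelial-like cells (42.0 to 44.8) and 30.7% of collagen-high cells (25.8 to 36.0) were in G1. These were 41.2% of 4811 and 28.3% of 311 cells after thinning, with 119 and 21 shallower cells left out.

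A cluster was to be named intermediate if ribosomal genes such as RPL3 (chromosome 5, 8922697 to 8929768) and RPL7A (chromosome 1, 272961421 to 272965636) were raised 1.25-fold while endothelial markers were held. The rule was tried only on endothelial-like clusters with neither S nor G2M markers raised, and none of these met it in either library. RPL3 stood at 2296 CPM in endothelial-like, 3494 CPM in EndMT-like and 2464 CPM in collagen-high cells of the aorta, and at 3072 CPM in endothelial-like lung cells.

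**Figure D1:**
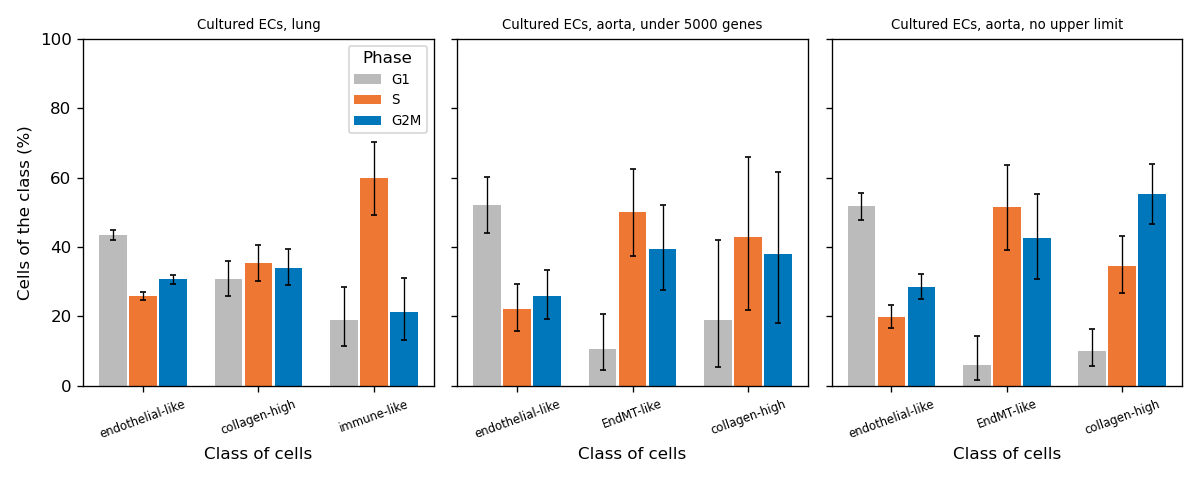
Percent of cells scored as G1, S or G2M in each class of the cultured lung ECs, the cultured aorta ECs under 5000 detected genes and the cultured aorta ECs with no upper limit. Bars are shares of the cells of a class, and lines are exact 95% binomial intervals. G1 is the largest share in endothelial-like cells of all 3 sets (43.4%, 52.2% and 51.7%) and is 10.6% and 5.88% in EndMT-like cells.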

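COL1A1 and COL1A2, which encode the chains of type I collagen, were used as fibroblast markers and decided the name collagen-high, so their high level in that class follows from the naming. COL1A1 (ENSSSCG00000036135) lies on chromosome 12 from 26379087 to 26397180, and COL1A2 (ENSSSCG00000015326) lies on chromosome 9 from 74174484 to 74210407. In the collagen-high cells of the cultured aorta ECs, COL1A1 stood at 5894 CPM (interval 5550 to 6253) and COL1A2 at 5792 CPM (5451 to 6148). Leaving out the upper limit on genes moved COL1A1 in these cells most, to 4910 CPM, with COL1A2 at 5385 CPM. In the collagen-high cells of the cultured lung ECs, the levels were 5372 CPM (5298 to 5446) and 5901 CPM (5824 to 5979). Endothelial-like aorta cells held 84.2 CPM of COL1A1 (69.3 to 101) and 136 CPM of COL1A2 (117 to 157), and endothelial-like lung cells 16.9 CPM (15.8 to 18.1) and 16.8 CPM (15.7 to 18.0). A COL1A1 UMI was found in every one of the 21 collagen-high aorta cells, which had a median of 8488 UMIs. It was found in 16.4% of the endothelial-like aorta cells, which had a median of 5625 UMIs, and in 15.5% of those left after thinning. In the lung, 12.8% of endothelial-like cells had one, or 6.42% after thinning, at a median of 9579.5 UMIs. These lower shares are those of cells that were not named for collagen, and how much of them is free RNA was not measured. Fibroblast and pericyte markers were raised together in these clusters. PDGFRB and CSPG4, from the list of pericyte markers, were among the leading genes of the 21 aorta cells and of 242 of the 332 lung cells, while the other 90 lung cells were led by WT1, IGFBP5 and COL3A1. ACTG2, COL6A1 and ACTA2 were also among the leading genes of the 242 lung cells, which had 6 EndMT markers raised.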

Because the ECs isolation protocol is based on enzymatic perfusion of the blood vessels (see methods), we also identified a cluster of fibroblasts expressing high levels of *COL1A1* and *COL1A2* (Fig. 4b–e). In the cultured aorta ECs, we identified a cluster of cells that highly express mesenchymal cell markers (*TAGLN* and *ACTA2*) but not fibroblast markers (*COL1A1* and *COL1A2*), which we defined as EndMT-like cells (Fig. 4d, e). 

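ACTA2 (ENSSSCG00000010447) encodes smooth muscle actin and lies on chromosome 14 from 100868145 to 100886732. TAGLN (ENSSSCG00000015073) encodes transgelin, an actin-binding protein, and lies on chromosome 9 from 44561756 to 44567385. Both were among the markers that named the EndMT-like cells, for which neither type I collagen gene could be raised over the rest of the library. As that rest included the collagen-high cells, this rule alone does not show a collagen level as low as in endothelial-like cells. In the EndMT-like cells of the cultured aorta ECs, ACTA2 stood at 2065 CPM (interval 1907 to 2232), against 21.8 CPM (14.6 to 31.3) in endothelial-like and 859 CPM (731 to 1003) in collagen-high cells. TAGLN stood at 2807 CPM (2623 to 3000), against 278 CPM (251 to 308) and 1079 CPM (935 to 1239). Clustering both libraries together moved ACTA2 in the EndMT-like cells most, to 1460 CPM. Without the upper limit on genes, ACTA2 was at 1974 CPM in EndMT-like, 4.12 CPM in endothelial-like and 1528 CPM in collagen-high cells. COL1A1 was at 97.2 CPM (65.6 to 139) in EndMT-like cells, within the counting interval of the endothelial-like cells, and COL1A2 at 117 CPM (81.7 to 162). Both were higher with no upper limit, at 342 CPM (280 to 413) and 364 CPM.

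An ACTA2 UMI was found in 60 of the 66 EndMT-like cells (90.9%), at a median of 3829 UMIs, and in 5 of the 159 endothelial-like cells (3.14%). After thinning to the same depth, the shares were 95.2% of 21 cells and 0 of 84 cells (interval up to 4.30%). A COL1A1 UMI was found in 20 EndMT-like cells (30.3%), or in 42.9% of those left after thinning. PECAM1, an endothelial marker that encodes CD31 (ENSSSCG00000017277, chromosome 12 from 14667643 to 14723296), was at 16.2 CPM (5.26 to 37.8, from 5 UMIs) in EndMT-like cells. It was at 1091 CPM (1035 to 1148) in endothelial-like and at 10.7 CPM (1.30 to 38.8, from 2 UMIs) in collagen-high cells. The EndMT-like cells had a median of 0.0987% of UMIs from mitochondrial genes, against 5.38% in endothelial-like and 6.90% in collagen-high cells. Of the EndMT-like cells, 55 (83.3%, 72.1 to 91.4) had under 1%. In endothelial-like aorta cells with under 1%, 6 other collagen genes pooled stood at 0.110 times (0.0627 to 0.178) their level in deep endothelial-like cells.

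Without any clustering, cells with a UMI of both ACTA2 and TAGLN and none of COL1A1 or COL1A2 were counted. There were 33 in the 246 cultured aorta ECs (13.4%, 9.42 to 18.3) and 135 in the 5683 cultured lung ECs (2.38%, 2.00 to 2.81). The share in the aorta moved most, to 4.29% (41 of 955 cells), with no upper limit on genes. It was 4.41% (6 of 136 cells) with cells under 1% mitochondrial UMIs removed. Of the 33 aorta cells, 31 were EndMT-like, and 4 of these had a PECAM1 UMI. Of the 135 lung cells, 130 were endothelial-like. With at least 2 UMIs of each of ACTA2 and TAGLN required, 14 lung cells (0.246%) and 31 aorta cells (12.6%) were left. From high TAGLN and ACTA2 without COL1A1 and COL1A2 in 1 cluster of the cultured aorta ECs, the paper defines the cells of that cluster as EndMT-like cells.

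**Figure D2:**
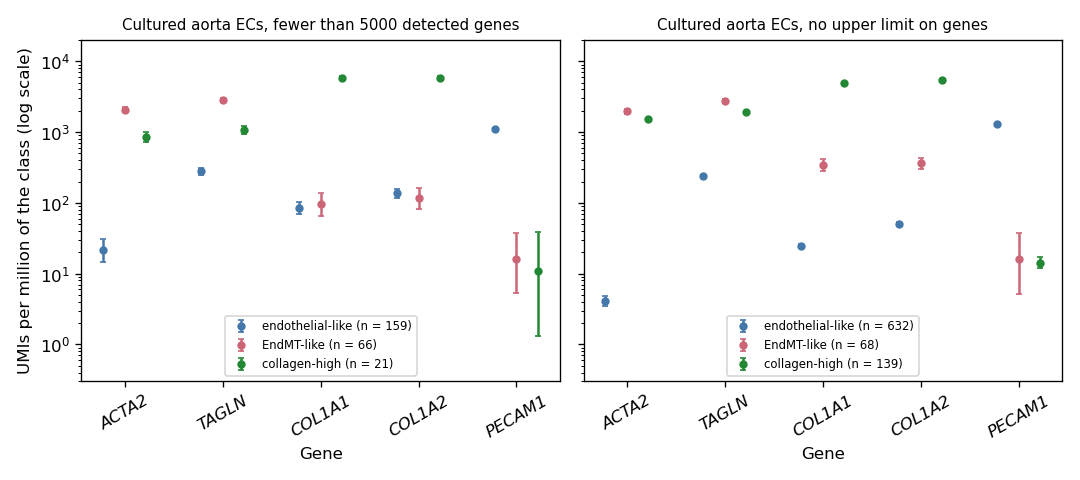
Levels of ACTA2, TAGLN, COL1A1, COL1A2 and PECAM1 in CPM on a log axis in the classes of the cultured aorta ECs, with fewer than 5000 detected genes (left; 159 endothelial-like, 66 EndMT-like and 21 collagen-high cells) and with no upper limit (right; 632, 68 and 139 cells). Points are pooled over the cells of a class, and lines are exact 95% Poisson intervals. COL1A1 of the EndMT-like cells sits at 97.2 CPM on the left and 342 CPM on the right.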

The cultured lung and aorta ECs used for scRNA-seq were maintained in normal ECs growth medium. This EndMT-like cells might be induced by the presence of TGF-β2 in serum or contaminating mesenchymal cells from the isolation procedure. 

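TGF-β2 is encoded by TGFB2 (ENSSSCG00000010816, chromosome 10 from 8306136 to 8435307). Cultured aorta ECs in growth medium carried TGFB2 transcripts at 397 CPM (interval 364 to 432) in endothelial-like cells, 29.2 CPM (13.3 to 55.4) in EndMT-like cells and 48.3 CPM in collagen-high cells. Endothelial-like lung cells held 306 CPM. TGFB1 (chromosome 6, 49332169 to 49348642) was at 99.2 CPM in endothelial-like, 55.1 CPM in EndMT-like and 252 CPM in collagen-high aorta cells. The receptor gene TGFBR2 was at 327 CPM in endothelial-like and at 9.72 CPM (2.01 to 28.4, from 3 UMIs) in EndMT-like cells. No TGFBR1 UMI was found in EndMT-like cells, where the limit that a count of 0 allows is 9.72 CPM. In endothelial-like cells, TGFBR1 was at 16.5 CPM (10.4 to 25.0), which overlaps the exact interval of up to 12.0 CPM in EndMT-like cells. Whether these receptor genes are lower in endothelial-like cells with few mitochondrial UMIs was not measured.

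Some genes from a list of TGF-β response genes were lower in the EndMT-like than in the endothelial-like cells of the aorta. CCN2 was at 29.2 CPM against 2388 CPM and LTBP2 at 16.2 CPM against 349 CPM. SKIL was at 64.8 CPM against 223 CPM. For PMEPA1, no difference was detectable at this depth, with 35.7 CPM (17.8 to 63.8, from 11 UMIs) against 60.9 CPM (48.4 to 75.7). TGFB2 and CCN2 were also lower in endothelial-like cells with under 1% mitochondrial UMIs, named under the gene limit. They stood at 0.219 and 0.175 times their level in endothelial-like cells with over 20000 UMIs, named with no upper limit on genes. SNAI1, a transcription factor gene of EndMT (chromosome 17, 51546446 to 51552498), was too rare to compare, with 7 UMIs in endothelial-like and 2 UMIs in EndMT-like cells.

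Across 10 endothelial markers, the median marker of the EndMT-like cells stood at 1.71% of its level in the endothelial-like cells, and that of the collagen-high cells at 1.32%. These were 1.12% and 1.46% with no upper limit on genes. In the 54 endothelial-like cells with under 1% mitochondrial UMIs, named under the gene limit, the median marker was at 24.1% of its reference level. The reference was the 589 endothelial-like cells with over 20000 UMIs, named with no upper limit on genes. ERG, which encodes an endothelial transcription factor (chromosome 13, 201999237 to 202302572), was at 25.9 CPM in EndMT-like, 144 CPM in endothelial-like and 96.6 CPM in collagen-high cells.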

To further validate that EndMT can be induced by TGF-β2, we treated cultured pig aorta endothelial cells (PAECs) with TGF-β2 (2 ng/mL) and measured the expression mesenchymal cell marker ACTA2 and ECs marker CD31 by fluorescence-conjugated antibody staining and flow cytometry analysis (Supplementary Fig. S4a). Increased ACTA2 expression was already detected in cultured PAECs 2 days after TGF-β2 treatment (Supplementary Fig. S4). After culturing PAECs in medium with TGF-β2 for five days, the expression of ACTA2 was significantly increased in PAECs by 6 folds compared to untreated controls (Fig. 4g, *P* = 1.44E-7, *t*-test). The CD31 expression was slightly decreased in the TGF-β2 treated PAECs, but not significant (*P* = 0.300, t-test). Our results also showed that TGF-β2 significantly inhibits the proliferation of ECs (Supplementary Fig. S4b, *P* = 1.33E−4, t-test). Consistent with the cultured PAECs, similar TGF-β2 induced EndMT results were also obtained in cultured human umbilical vein endothelial cells (HUVECs) (Fig. 4h). Together, our results demonstrated that EndMT is driven by the TGF-β2 signaling pathway and is conversed between pig and human.

**Fig. 4:**
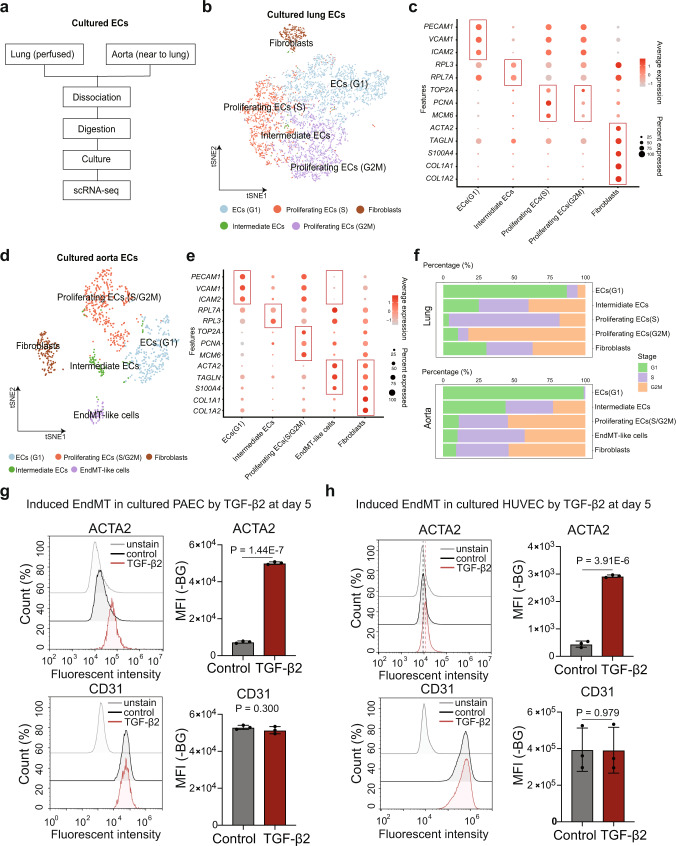
Validation of EndMT ECs in cultured ECs from pig lung and aorta by scRNA-seq. **a** The flowchart of ECs isolation and culture from pig lung and aorta. **b** tSNE visualization of cell-type annotations from cultured lung ECs. **c** Dot-plot of selected canonical marker genes for cell-type annotations from cultured lung ECs. **d** tSNE visualization of cell-type annotations from cultured aorta ECs **e** Dot-plot of selected canonical marker genes for cell-type annotations from cultured aorta ECs. **f** Cell cycle analysis of annotated cell types in cultured lung and aorta ECs. **g** Expression of ACTA2 and CD31 in cultured PAEC treated with TGFb2 for five days (*n* = 3, two-sided *t*-test). Values are presented as mean±SD. **h** Expression of ACTA2 and CD31 in cultured HUVEC treated with TGFb2 for 5 days (*n* = 3, two-sided *t* test). Values are presented as mean ± SD. Source data are provided as a Source Data file.

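The marker genes of the dot-plots (Fig. 4c, e) were also read by class. In endothelial-like cells of the cultured lung ECs, PECAM1 was at 1596 CPM, VCAM1 (chromosome 4, 117496914 to 117511211) at 3287 CPM and ICAM2 (chromosome 12, 14986636 to 14991639) at 341 CPM. In those of the cultured aorta ECs, VCAM1 was at 2353 CPM and ICAM2 at 258 CPM. PECAM1 was at 141 CPM in collagen-high lung cells. The proliferation genes TOP2A (chromosome 12, 22001300 to 22028452), PCNA (chromosome 17, 14137746 to 14142584) and MCM6 (chromosome 15, 15923638 to 15978587) were at 207, 106 and 69.9 CPM in endothelial-like lung cells. They were at 129, 147 and 72.9 CPM in endothelial-like aorta cells under the gene limit. PCNA was at 331 CPM and TOP2A at 68.1 CPM in the EndMT-like cells. ACTA2 reached 1187 CPM (interval 1153 to 1223) in collagen-high and 4.82 CPM in endothelial-like lung cells. For TAGLN, these levels were 2256 CPM (2208 to 2304) and 976 CPM (967 to 984). S100A4 (ENSSSCG00000006578, chromosome 4 from 96088102 to 96091160) was at 697 CPM in EndMT-like, 59.4 CPM in endothelial-like and 451 CPM in collagen-high aorta cells, and at 795 CPM in collagen-high lung cells. RPL7A was at 6940 CPM in EndMT-like, 5088 CPM in endothelial-like and 5486 CPM in collagen-high aorta cells. PECAM1, VCAM1, ICAM2, ACTA2, TAGLN and S100A4 were used for naming the classes. TOP2A, PCNA and MCM6 were on the S or G2M lists that divided the endothelial-like clusters, and RPL7A was on the list of intermediate markers.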

### Communications between ECs and other cell types

Intercellular communication between ECs and other parenchymal cells in the tissue plays a vital role in the structure and function of maintaining normal tissue growth, development, and homeostasis^64^. We focused on the ECs and analyzed the communications between ECs and other cell types using CellChat, a tool for quantitatively inferring and analyzing intercellular communications based on the differential expression of ligand and receptor gene pairs^65^. For this analysis, we used single-cell transcriptome data from the liver, kidney, and heart, which are the three most studied pig organs in biomedical research^66^. We performed a comparison with corresponding scRNA-seq datasets of the human liver, kidney, and heart (see methods) to gain a better understanding of the cell–cell interactions in these three organs between pig and human. We identified six cell types in the liver (hepatocytes, ECs, Kupffer cells, B cells, T/NK cells, and erythroid cells), six cell types in the kidney (epithelial cells, podocytes, proximal tubule cells, collecting duct cells, ECs, and distal convoluted tubule cells), and five cell types in the heart (ECs, fibroblasts, cardiomyocytes, lymphoid cells, and myeloid cells) isolated from both pig and human tissues (Supplementary Data 10, 11).

We next investigated signaling interactions based on ligand-receptor pairs and performed a global communication pattern recognition analysis to identify the key signal communications involved in ECs. Our results suggested that ECs use the vascular endothelial growth factor (VEGF)^67^, PDGF^68^, TGF-β^69^, and BMP^70^ signaling pathways as major communicating pathways with other cell types in the liver, kidney, and heart in both human and pig. However, single-cell-based cell communication analysis provided several unique insights regarding tissue-specific and cell-type-specific communications between ECs and other cell types. The VEGF signaling is the most studied pathway in ECs activation, proliferation, and angiogenesis. In the liver and heart, our results showed that there are similar sender-receiver communications between ECs and other cell types. In the kidney, the VEGF signaling pathway is used by most renal cells for cell–cell communications. Particularly, similar between pigs and humans, there is a higher level of communication between ECs, podocytes, and proximal tubule cells through the VEGF pathway (Fig. 5a, Supplementary Fig. S5a). The analysis suggests that the VEGF signaling pathway can be used by most renal cells for intercellular communication. Unlike the VEGF signaling pathway, ECs only communicate with a few other cell types through the PDGF pathway. For example, pig ECs communicate with immune cells (Kupffer-, T-, NK-, and B cells) in the liver, with all cell types in the heart, and with only podocytes in the kidney. Human ECs communicate with hepatocytes and Kupffer cells in the liver, with fibroblasts in the heart, and with podocytes and proximal tubule cells in the kidney through the PDGF pathway (Fig. 5b, Supplementary Fig. S5a). Similarly, analysis of TGF-β and BMP pathways-mediated cell–cell communications show similar cell-type-specific and tissue-specific preferences, as well as some divergence between pig and human (Supplementary Fig. S5b). The presence of TGF-β-based cell–cell communication between ECs and other tissue types further suggests a potential cellular mechanism in inducing EndMT in tissues. However, it should be noted that the inferred cell–cell communications based on single-cell RNA sequencing could be affected by e.g., posttranscription or posttranslational protein modifications, completeness and biases in the genome annotation between pig and human. We demonstrated that the pig single-cell RNA atlas provides a valuable resource for inferring cell–cell communications within pig tissues or between pig and human tissue.

**Fig. 5:**
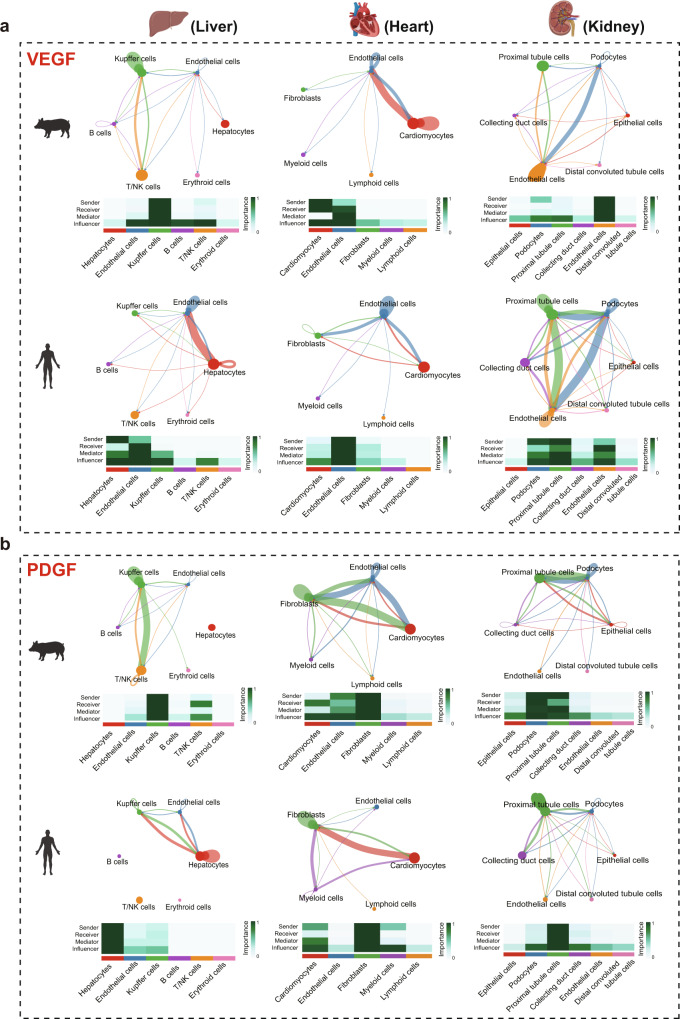
Comparison of cell communication and signaling pathway between pig and human. **a** Comparison of cell–cell communication of VEGF signaling pathway in liver, heart, and kidney. **b** Comparison of cell–cell communication of PDGF signaling pathway in liver, heart, and kidney. Source data are provided as a Source Data file.

### *MEF2C* is a conserved regulon in microglia evolution

Single-cell transcriptomic analysis not only provides good insights into the cellular heterogeneity and functional diversity of structural cell types across tissues, but it is a good way to uncover the similarities and divergences of cell types across species. In this study, we utilized our single-cell pig atlas to analyze the cross-tissue ECs heterogeneity and ECs conversion in adipose tissues. We were also interested in the cross-species cell types, which are mainly focused on microglia in the brain across 13 species. It enabled us to better understand cell-type evolutions. The pig single-cell transcriptome atlas includes nine brain regions (Fig. 6a). Most cell types in the brain were clustered based on the regions (Fig. 6b, Supplementary Fig. S6a). We also validated a few cell types by immunohistochemistry, confirming that scRNA-seq is a robust method for the classification of different cell types (Fig. 6c, Supplementary Fig. S6b), including SLC1A6 which is a marker for Purkinje cells^71^ expressed in pig cerebellum; CALB2 which is an inhibitory interneuron marker; PAX6 which is a highly specific marker for granule cells in cerebellum. By protein staining, we also detected SLC17A7 in the excitatory synapse in the pig hippocampus. Lastly, protein staining of SST is consistent with scRNA-seq suggesting that SST is a specific marker for inhibitory interneurons in the pig cortex (Fig. 6c).

**Fig. 6:**
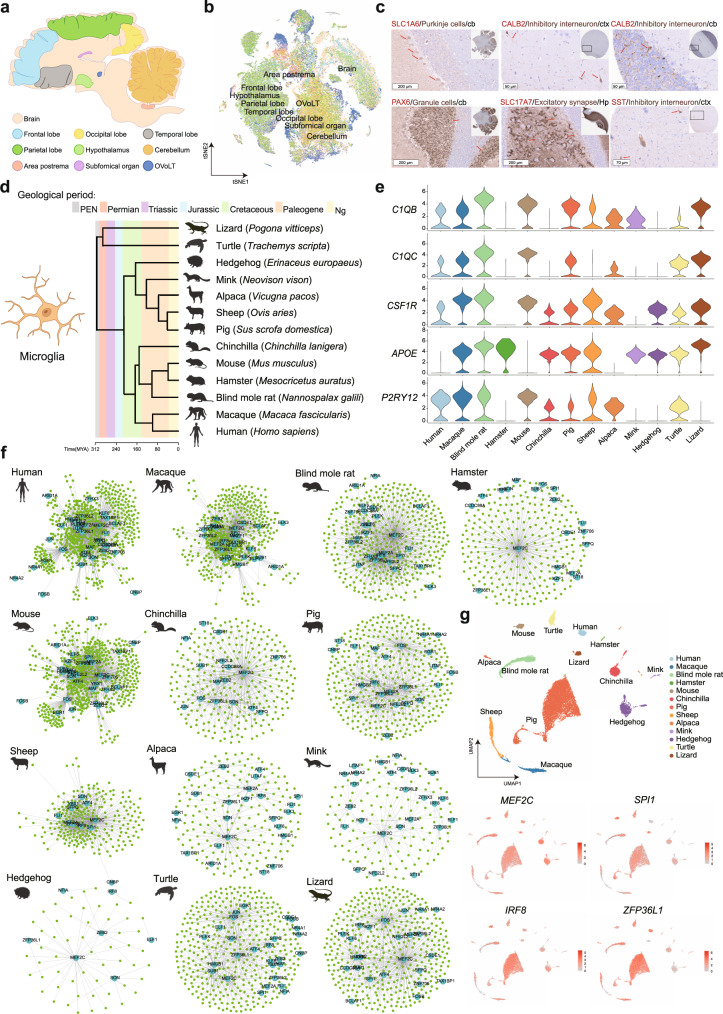
Validation of brain cell types and comparison of microglia regulome across species. **a** Schematic diagram visualizing the 9 different brain regions analyzed by this study. **b** t-SNE visualization of cells in the 9 brain regions. Cells were color-coded according to brain regions. Cell types were shown in extended Fig. S6. The hypergeometric test was used for GO term analysis, and *p* values were adjusted by Benjamini & Hochberg. **c** Representative IHC of SLC1A6, CALB2, PAX6, SLC17A7, and SST by antibody staining in the cortex or cerebellum. Arrows indicate corresponding cell types (*n* = 3). **d** Phylogenetic tree based on the NCBI taxonomy of animals used in this study (generated via http://www.timetree.org//). **e** Violin plots visualizing the expression of canonical microglia markers in the 13 species. **f** Conserved genetic regulatory networks in microglia within each indicated species. Light blue nodes represent regulators and green nodes represent corresponding target genes. **g** Feature plots visualizing the clustering of microglia single-cell transcriptome and expression of four TFs among the 13 species. Source data are provided as a Source Data file. Species icons in **d**, **f** were created with BioRender.com.

We focused on microglia which is important for brain homeostasis and involved in several brain disorders i.e. amyotrophic lateral sclerosis^72^. Microglia are the primary resident immune cells of the brain, which play a critical role in many physiological and pathological brain processes. The conserved and divergent microglia gene program in pan-species provides important implications for investigating the microglia evolutionary module in human brain diseases^73^. To characterize the conservation and divergence of microglia in pigs, we analyzed the single-cell microglia datasets from 13 different species spanning more than 300 million years of evolution. The species contain bearded dragon lizard, turtle, hedgehog, mink, alpaca, sheep, pig, chinchilla, mouse, hamster, blind mole rat, macaque, and human (Fig. 6d, Supplementary Data 12). The microglia-specific marker genes *C1QB* and *C1QC* were expressed in most species except for Chinchilla, Hamster, and Hedgehog, while the markers of *CSF1R*, *APOE*, and *P2RY12* are covertly expressed in all 13 species (Fig. 6e), suggesting conservation and divergence in the expression of microglia markers across species.

Transcription factors (TFs) have been demonstrated as the important regulators of gene expression and with the ability to shape different phenotypes of microglia^74^. We, therefore, performed single-cell genetic regulatory network (GRNs) inferring and clustering analysis to assess TFs underlying differential gene expression in microglia across species. In total, 1590 conserved TF-target pairs were identified, which were observed in at least five of thirteen species. Interestingly, two pairs of TF-target were conserved in ten different species, which are MEF2C_P2RY12 and MEF2C_ZFP36L1. The target *P2RY12* is a microglia-specific gene, while the target *ZFP36L1* is reported as a pivotal regulator for microglial fate specification^75,76^. For TF_target pairs covering nine species, four pairs of conserved TF_target were identified including MEF2C_C1QB, MEF2C_FAU, MEF2C_RGS10, and MEF2C_SERBP1. The target *C1QB* is a microglia-specific marker. The target *RGS10* is reported as a key regulator of proinflammatory cytokine produced in microglia for neuroprotective factors^77^. *SERBP1* plays an important role in proinflammatory TLR4 signaling^78^. However, the *FAU* gene encodes a ubiquitin-like protein fused to the ribosomal protein S30. These results demonstrated that MEF2C is a core TF regulating multiple key genes related to microglia functions. Furthermore, the TF-target pairs in eight species share the unique TF of MEF2C, and most of the conserved TFs in at least five species also mainly contain MEF2C. These targets of MEF2C include most microglia and immune-related genes such as *PTPRC*, *CSFER1*, *APOE*, *AIF1*, *CD14*, and *CTSS* et. These results demonstrated that MEF2C is a conserved TF in microglia evolution. It is consistent with the functional TF of MEF2C reported regulating the fundamental functions of microglia^79^. The other importantly conserved TFs were identified for microglia functions such as *SPI1* and *IRF8* (Supplementary Data 13).

Subsequently, we separately analyzed the conserved TF-target pairs shared by five of thirteen different species. For example, in humans, the top ten of these conserved TFs were shared with four other random species are *ARID1*, *ATF4*, *BCLAF1*, *CCDC88A*, *CNBP*, *CSDE1*, *EGR1*, *ELF1*, *FLI1*, and *FOS*. In the macaque, the top ten conserved TFs are *ELF1*, *FLI1*, *IKZF1*, *IRF8*, *KLF6*, *LITAF*, *MEF2A*, *MEF2C*, *NFE2L2*, and *SFPQ*. In pigs, the top ten conserved TFs are *MEF2C*, *IRF8*, *MEF2A*, *SON*, *SPl1*, *ATF4*, *ELF1*, *FLI1*, *FOS*, and *HMGB1*. However, for reptiles such as lizards, the top ten conserved TFs are *MEF2C*, *ATF4*, *IRF8*, *MEF2A*, *MEF2C*, *ZEB2*, *SPl1*, *ATF4*, *FOS*, and *HMGB1*. These conserved TFs in each species contain the shared conserved TF-target pairs and species-specific TF-target pairs (Fig. 6f, Supplementary Data 13). Additionally, the rank top ten conserved TFs (*MEF2C*, *ZFP36L1*, *FOS*, *MEF2A*, *IRF8*, *SON*, *HMGB1*, *ZEB2*, *SPI1*, and *ATF4*) in humans were indicated with the enrichment of pathways such as adaptive immune response, regulation, or humoral immune response in the immune system, and the central nervous system neuron differentiation and development for neuron-related pathways (Supplementary Fig. S6c). Collectively, these results indicate that the combinations of multiple TFs regulate microglia development and maintain the functional states of microglia. Furthermore, we investigated the expression level of conserved TFs of *MEF2C*, *SPl1*, *IRF8*, and *ZFP36L1* across species. The results showed these conserved TFs are highly expressed in microglia in these 13 species (Fig. 6g). Collectively, we provide a valuable resource of the conserved and divergent GRNs program for microglia evolution across species, with important implications for future development of the microglia functional studies in the brain.

## Discussion

Pigs are important large animal models for studying complex human diseases, as well as promising alternative organ donors for humans due to their high similarities with humans: physiology, anatomy, genetics, metabolism, and organ size^4^. Single-cell transcriptomic profiles of multiple organs in the mouse and human body reveals the cellular compositions and heterogeneity of inter-and intra- organs and offers the opportunity to overall organ development, physiology, and plasticity^22,34,80,81^. This study generated a multiple-organ single-cell transcriptomic atlas of pigs covering twenty tissues. The landscape profiles of pig organs depicted the transcriptomic cellular heterogeneity in each tissue and expand the functions of cross-tissue cell types and rare cell-type identification. With a focus on endothelial cells, we identified the subpopulations of cross-tissue ECs, such as blood ECs, lymphatic ECs, and several subtypes of functionally distinct ECs. These cell types were also reported in the human single-cell atlas. We are also able to identify functionally specific ECs, such as the immune active ECs that express typical ECs markers (*PECAM1*+) and immunomodulating genes (*CD68*+, *C1QA*+, *C1QB*+, and *AIF1*+). These findings of immune active ECs are in good agreement with our previous scRNA-seq based ECs taxonomy in mouse and human tissues^45–47^ and the well-study immune-modulating functions of ECs^82–84^. In this study, the ECs were only enriched from adipose tissues through a modified isolation protocol. The degree of ECs heterogeneity was not revealed as detailed as the mouse ECs atlas^45^. To systematically characterize and compare the ECs heterogeneity across different tissues and organs by scRNA-seq, future studies are needed to be performed using enriched the ECs by MACS and/or FACS.

Angiogenesis is matured through ECs and non-ECs to form the vascular channels. The non-endothelial microcirculation is called vascular mimicry^85^. In physiologic and pathological angiogenesis, macrophages are thought to play a supportive role to promote vascular mimicry outgrowth through cytokine secretion and remodeling of the extracellular matrix (ECM)^86,87^. In tumors, macrophages are believed to reprogram the pathological angiogenesis to serve as the major source of angiogenic factors^88^. PECAM1 signaling participates in the regulation of leukocyte detachment, T cell activation, and angiogenesis^89^. Therefore, the high expression of macrophage marker genes and *PECAM1*+ cell population may play an important role in vascular mimicry during angiogenesis. 

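Co-expression of PECAM1 and VWF with ACTA2 and TAGLN was counted in single cells of the cultured ECs. VWF (ENSSSCG00000000712) encodes von Willebrand factor and lies on chromosome 5 from 64516627 to 64655938. A UMI of each of PECAM1, ACTA2 and TAGLN was found in 10 of the 246 cultured aorta ECs (4.07%, interval 1.97 to 7.35). Of these cells, 4 were endothelial-like, 4 EndMT-like and 2 collagen-high. Without the upper limit on genes, the number was 152 of 955 (15.9%, 13.7 to 18.4), of which 76 were endothelial-like, 66 collagen-high, 4 EndMT-like and 6 unnamed. In the cultured lung ECs, 283 of 5683 cells (4.98%, 4.43 to 5.58) held all 3, of which 186 were endothelial-like and 93 collagen-high. In endothelial-like cells, which were named for markers such as PECAM1, these shares were 3.77% in the lung (median 9579.5 UMIs) and 12.0% in the aorta with no upper limit (median 54981 UMIs). They were 28.0% of the 332 collagen-high lung cells (median 10687 UMIs) and 47.5% of the 139 collagen-high aorta cells (median 62295 UMIs). The shares of the classes rest on different genes, since every endothelial-like cell with both ACTA2 and TAGLN had a PECAM1 UMI, while most collagen-high cells had ACTA2 and TAGLN. Co-expression was not separated here from free RNA of the other class. VWF was too rare for a comparison. The library of cultured lung ECs held 21 VWF UMIs in 18 of the 5683 cells, and the aorta library none under the gene limit and 8 in 7 of the 955 cells without it. No cell with all 4 genes was found under the limits, and 0 of 246 aorta cells allows up to 1.49%. Without the upper limit, 1 collagen-high aorta cell and 1 endothelial-like lung cell had all 4. The counts cover only the cultured ECs and not the adipose tissues.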

EndMT ECs were identified in the pig adipose tissues and cultured ECs with co-expression of ECs markers of *PECAM1* and *VWF*, and the mesenchymal cell markers of *ACTA2* and *TAGLN*. In particular, the EndMT cells underwent the dynamic transition stages with the decreased expression of the ECs markers *PECAM1* and *VWF* while the expression of the mesenchymal cell markers *ACTA2* and *TAGLN* increased. This phenotype is consistent with the stages of EndMT: (1). EndMT is initiated by autocrine and/or paracrine inflammatory signals such as TGF-β2, which was also validated by our TGF-β2 induction experiment of cultured PAECs and HUVECs, or response to vascular injury; (2). Transitioning ECs acquire a migratory phenotype, invade under the vascular basement membrane, and begin to express mesenchymal markers, such as *ACTA2*; (3). Cells that have undergone EndMT have lost their endothelial phenotype. These EndMT-derived cells contribute to the local mesenchymal lineage population and are likely to produce various growth factors, such as TGF-β2^90^. EndMT is an important developmental process, participating in tumor formation, invasion, and metastasis, and has been extensively participating in several diseases by causing morphology changes and pathological processes. The mesenchymal cells derived from EndMT might be differentiated into various mesenchymal cell types for tissue engineering and subsequent transplantation into the patient^91^.

The most potent pathway of VEGF played the core role in the intercellular interactions between ECs and tissue-specific cell types, suggesting active interactions and communications between ECs and other cell types in organs^92^. Angiogenesis occurs in both physiologic and pathological conditions and interplays with other cell types^93,94^. In adult tissues, most ECs are quiescent, but these ECs are metabolically active and actively involved in the regulation of several important cellular processes such as immune modulations^95^. In addition, the growth of pathological angiogenesis in human diseases such as cancers highlights that the targeting this process should help to reduce both morbidity and mortality from carcinomas^96^. Hence, anti-angiogenic therapy is a novel approach for the treatment of cancers, diabetic retinopathy, and other angiogenesis-dependent diseases^97^.

Pigs are an excellent model for studying genetic and somatic evolution^23^. In this study, we demonstrated that the evolution of microglia, a cell type that exhibits increasing interest and is important in neurological disorders^98^. Approximately 1500 regulatory sequence-specific DNA-binding factors (transcription factors, TFs) are encoded in the human genome, which is upregulated in a tissue-specific and cell-type-specific manner. Changes in gene expression between species could be due to changes in the TFs and/or changes in the instructions within the regulatory regions of specific genes. TF expression patterns and binding activities could advance the understanding of how tissue specificity and conserved regulatory functions across species^99–101^. Here, we investigated the genetic regulatory networks of microglia across thirteen different species, spanning more than 300 million years of evolution. The conserved TFs across different species demonstrated the regulatory mechanism of target genes for the fundamental functions of microglia. In particular, the conserved TFs of *MEF2C* were detected in ten species, and its regulatory genes are important for microglia functions in the brain such as *P2RY12, ZFP36L1, RGS10*, and *SERBP1*. These transcriptional regulatory genes play an important role in microglia biology, such as microglia fate specification, a key regulator of proinflammatory cytokine produced in microglia, suggesting that microglia perform overall similar functions during species evolution^73^.

We also highlight a few limitations of the current study. First, tissues used by this study are taken from animals of adult ages. Thus, the development and age effects on gene expression and cell-type compositions in tissues cannot be addressed by the data generated by this study. When conducting the comparison of cell-type-specific gene expression between pig and human, effects of ages, gender, and physiological conditions cannot be addressed by this study. Second, the scRNA-seq and snRNA-seq experiments were conducted by two laboratories, using two different sets of tissues, and with technologies provided by two companies. Thus, the difference in the number of cell types and fraction of each cell type captured by the two methods could be caused by the many steps during sample processing. Since the aim of this study was not focused on comparing the scRNA-seq and snRNA-seq technologies, we carried out comprehensive batch correction and normalization to use both scRNA-seq and snRNA-seq datasets to construct the first pig single-cell transcriptome atlas. Most importantly, the transcriptome of sample cell types captured by scRNA-seq and snRNA-seq is highly correlated, suggesting that both methods can capture the transcriptome of cells with high fidelity. Since the number and composition of cell types could be affected by the single-cell transcriptomics analysis methods (scRNA-seq and snRNA-seq), comparison of cell-type abundance and composition between tissues or conditions should be carried out using datasets generated with the same method to avoid method-induced biases. Lastly, we provide the first insight into EC heterogeneity in pig tissues. To fully characterize the EC heterogeneity and identify functionally distinct EC phenotypes in pig organs, an EC-focused single-cell transcriptome analysis should be carried in future study.

In summary, we constructed the first single-cell transcriptomic atlas of pig organs (https://dreamapp.biomed.au.dk/pigatlas/). We identified the tissue-specific cell types and cross-tissue cell types such as ECs, immune cells, and microglia. Moreover, some rare cell types were identified in our data, such as EndMT ECs, suggesting the rare cell types could be identified by single-cell techniques. The regulatory mechanism analysis of microglia across species provides insights into the conserved TFs regulatory module for microglia evolution. Together, our study offers an important resource for a better understanding of pig biology, xenotransplantation, evolution, development, and regenerative medicine research.

## Methods

### Ethical statement

The study was approved by the Institutional Review Board on the Ethics Committee of BGI (Approval letter reference number BGI-NO.BGI-IRB18135-T1). All experimental procedures were conducted following the national and institutional guidelines of using the experimental animals for research. All the applicable institutional and national guidelines for the care and welfare of animals have been strictly followed for the tissue sampling procedures.

### Tissue dissociation and sample preparation for scRNA-seq library generation

Porcine tissues for scRNA-seq library generation were collected from a local slaughterhouse (*Sus scrofa domesticu*s, three-way hybrid of Landrace, Large White and Duroc, age 6 months, Hårby Slagteren IvS). The fresh tissues were collected, immediately placed on ice, and processed within 30 min. Each tissue was dissociated and digested independently. To ensure efficient digestion and cell viability, after tissue dissociation (as described for each organ below), cell suspensions were filtered by cell strainers after debris removal and red blood cell lysis. The cell viability (Hoechst 33342 (Invitrogen, Cat#H3570) and Propidium Iodide (Thermo Fisher Scientific, Cat#P3566)) from each tissue were evaluated by flow cytometry (FC) analysis on a NovoCyte Quanteon analyzer (Acea bioscience, Inc, US) provided by the FACS Core Facility, AU.

#### Liver

The fresh liver was collected and sampled with five different anatomical regions: left lateral lobe (LLL), left medial lobe (LML), right medial lobe (RML), right lateral lobe (RLL), and quadrate lobe (QL). For each region, 1 g tubes were punched and washed twice with cold PBS. The samples were mixed and carefully dissected into small pieces, and then transferred into a 50 mL tube with 20 mL digestion medium containing 0.5 mg/mL collagenase type II (Gibco, Cat#17101015), 1.25 mg/mL protease (Sigma, Cat#P5147-100MG), 7.5 μg/mL DNase I (Sigma-Aldrich, Cat#D4527-10KU) in cold HBSS. The tissue digestion was performed at 37 °C for 15 min with gently shaking once every 5 min. The reaction was stopped in 20 mL cold MACS buffer containing 0.25% BSA (Sigma-Aldrich, Cat#10735096001), 2 mM EDTA, in PBS, and then filtered with 100 μm cell strainer (Sigma-Aldrich, Cat#CLS431752-50EA), and the cells were stained for the FC analysis.

#### Spleen

The fresh spleen was collected and sampled with 1 g pieces for both anatomical sides including the parietal and visceral side and washed twice in cold PBS. The samples were mixed and carefully dissected into small pieces and transferred into a 50 mL tube with 10 mL digestion buffer containing 20 mg/mL collagenase IV (Gibco, Cat#17104019), 1 U/mL Dispase II (Gibco, Cat#17105041), 7.5 μg/mL DNase I in 10 mL HBSS. The tissue digestion was performed at 37 °C for 15 min with gently shaking once every 5 min. The reaction was stopped in 20 mL cold MACS buffer containing 0.25% BSA, 2 mM EDTA, in PBS, and filtered with 100 μm and 40 μm cell strainer, and the cells were stained for the FC analysis.

#### Retina

The porcine eyes were collected and dissected by surgical scissors, and the retina was transferred to cold HBSS by using forceps. Subsequently, the retina was dissected into small pieces and put in 10 mL digestion buffer with 2 mg/mL collagenase I (Gibco, Cat#17018029), 3.75 μg/mL DNase I into 10 mL HBSS. The tissue was digested at 37 °C for 20 min with gently shaking once every 2 min. The digestion reaction was stopped in 20 mL MACS buffer with 0.25% BSA, 2 mM EDTA in PBS and filtered with 40 μm cell strainer, and the cells were stained for the FC analysis.

#### Brain

The fresh porcine brain was collected including 7 different regions: neocortex, cerebellar cortex, caudate nucleus, thalamus, hippocampus, hypothalamus, and pons with 0.5 g pieces for each region. The samples from different regions were mixed and dissected into small pieces. The digestion was performed at 37 °C for 30 mins in 20 mL digestion buffer containing 10 mg/mL collagenase IV, 15 μg/mL DNase I, followed by gently shaking once every 5 min. Subsequently, the digestion reaction was stopped by using MACS buffer and filtered with a 40 μm cell strainer. After centrifuge and resuspension, the cells were stained for the FC analysis.

#### Lung

Seven different regions: left apical lobe, left middle lobe, left main lobe, right apical lobe, right middle lobe, accessory lobe, and right main lobe were collected from the fresh porcine lung. From each region, a 0.5 g piece was collected and washed twice in cold HBSS. The samples were dissected into small pieces and put into 50 mL Falcon tube with 20 mL digestion medium containing 1 mg/mL collagenase type II, 2.5 mg/mL collagenase type IV, 7.5 μg/mL DNase I. The samples were digested at 37 °C for 30 min with gently shaking once every 5 min and stopped digestion in MACS buffer. The samples were diluted into cold HBSS and then filtered with 100 μm and 40 μm cell strainers respectively. Subsequently, the debris was removed, and the cells were stained for the FC analysis.

#### Visceral adipose tissue and subcutaneous adipose tissue

For each of the adipose tissue depot, 10 g of each tissue was weighed and placed in the 25 mL digestion media containing: FBS-free KnockOut™ DMEM medium (Gibco, Cat#10829018) supplemented with 1% (v/v) Penicillin/Streptomycin (Thermo Fisher Scientific, Cat#15140122), 2 × Antibiotic-Antimycotics (Thermo Fisher Scientific, Gibco #1524-062), 1 mM Sodium Pyruvate (Thermo Fisher Scientific, Cat#11360070), MEM Non-Essential Amino Acids Solution (MEM-NEAA) (Thermo Fisher Scientific, Cat#11140035), 2 mM l-Glutamine (Thermo Fisher Scientific, Gibco #25030-024), 0.2% collagenase type I, 0.25 U/mL Dispase II and 7.5 μg/mL DNase I. Samples were incubated at 37 °C in a water bath for at least 45 min, shaken and mixed by pipetting every 5 min. At the end of the incubation time, a PBS-based wash buffer containing 0.5% BSA, 2 mM EDTA in PBS was added and the cell suspension was filtered through a 100 μm cell strainer, and centrifuged at 300 g for 7 min. The washing step was repeated 2 times more and the cell suspension was always re-filtered through 100 μm cell strainer and transferred to a new canonical tube to remove the access of undigested clumps and fat.

#### Intestine

The fresh intestine was collected and washed twice in cold PBS. 3 g of intestine pieces were picked and dissected into small pieces. The digestion reaction was at 30 min with gently shaking once every 5 min in 20 mL digestion medium containing 5 mg/mL collagenase type I, 2.5 mg/mL collagenase type IV, 15 μg/mL DNase I. After digestion, the tissues were diluted into cold HBSS and then filtered with 100 μm and 40 μm cell strainers respectively. The debris was removed, and the cells were stained for FC analysis.

#### PBMC

The approaches for porcine PBMC isolation were based on the human PBMC isolation protocol in our previous study^102^. In brief, 10 mL of pig blood sample in a citrated vial was gently inverting to mix well. The PBMC were isolated followed by density gradient centrifugation with Ficoll®-Paque Premium medium (Cytiva, Cat#17-5442-02). The cells were resuspended after red blood cells lysis and stained for the FC analysis.

### Cultured ECs isolation from pig lung

One leaf of pig lung was used for perfusion with PBS from the big vessel on top. After perfusion, the lung was squeezed and extracted the PBS. Fifteem milliliters of the digestion buffer containing 0.1% collagenase II, 0.25% collagenase IV, 75 μL DNAse I in KnockOut^TM^ DMEM medium was injected into the sealed pig lung. The opening site was closed by sealing clip and left in the bag into a water bath at 37 °C for 30 min. Next, the lung was taken out and the digestion buffer has flowed away. Twenty milliliters of PBS was used to wash the lung thrice, and the medium was collected for filtering with 100 μm cell strainer afterward. The medium was transferred into 10 mL Falcon tube and centrifuged at 300 × *g* for 5 min. The cells were washed with 10 mL PBS and centrifuged for culturing into 5 mL PAEC medium (DMEM with 10% fetal calf serum, 1 × MEM-NEAA, 1 mM sodium pyruvate, 1 × glutamax, 1 × penicillin/streptomycin) in CO_2_ incubator.

### Cultured ECs isolation from pig aorta

The aorta near to lung was separated and washed with PBS. Five milliliters of digestion buffer was injected into the sealed aorta and left the aorta into a water bath at 37 °C for 30 min. Next, the aorta was taken out, and the digestion buffer was flowed out. The medium was transferred into a 15 mL Falcon tube and centrifuged at 300 × *g* for 5 min. The collected cells were washed with 5 mL PBS and centrifuged for culturing within 5 mL PAEC medium.

### Single-cell library construction and sequencing

Library generation: Single-cell RNA-sequencing (scRNA-seq) libraries were prepared following the manufacturer’s instructions of GemCode Single Cell 3′ Gel Bead and Library kit (v3 Chemistry) from 10× Genomics, Inc. (Pleasanton, CA). Briefly, scRNA-seq library was generated by the cells from the different tissues: lung, liver, intestine, spleen, adipose, brain, and retina. After library construction, the library conversion was performed using the MGIEasy Universal DNA Library Preparation reagent kit (BGI, Shenzhen, China) for compatibility, followed by sequencing on a DNBSEQ-T7 platform (MGI).

### Sample collection for nucleus extraction and snRNA-seq

The approaches for sample collection and nuclei extraction for snRNA-seq libraries generation in this study were followed in our previous study^28^. Briefly, the tissues used in this study: heart, kidney, spleen, liver, lung, retina, and brain regions (area_postrema, cerebellum, subfornical organ, and OVoLT) were carefully dissected from the healthy domestic pigs (*Sus scrofa domesticu*s, three-way hybrid of Landrace, Large White and Duroc, age 3 months) with strict compliance to the ethical guidelines. The collected tissues were washed with cold PBS, and immediately frozen in liquid nitrogen and stored in a −80 °C freezer before use. For the nuclei extraction process, the tissues were thawed and cut into small pieces, then transferred into a homogenization buffer containing 20 mM Tris pH 8.0, 500 mM sucrose, 0.1% NP-40, 0.2 U/mL RNase inhibitor, 1% BSA, and 0.1 mM DTT. The tissue pieces were grinded for 15 times with tight pestles and filtered with 40 µm strainer. The samples were centrifuged at 500 × *g* for 10 min at 4 °C to carefully discard the supernatant. The pellets (nuclei) were resuspended in PBS containing 1% BSA and 20 U/µL RNase Inhibitor for later snRNA-seq library construction (MGI).

### Single-nuclei library construction and sequencing

The mRNA capture was operated on a DNBelab C4 device (MGI). cDNA amplification and libraries construction were generated using the MGI DNBelab C series reagent kit (MGI) following the manufacturer’s instructions. All the libraries were sequenced on the DNBSEQ-T7 platform.

### Pre-processing and quality control of scRNA-seq and snRNA-seq data

Cell Ranger 3.0.2 (10x Genomics) was used to process the raw sequencing data of scRNA-seq. The sequencing data from snRNA-seq was filtered, and the gene expression matrix was obtained using DNBelab C Series scRNA analysis software (MGI). The reference genome was downloaded from the Ensemble assembly: Sscrofa11.1. Cells were only retained if the number of detected genes were greater than 200 and less than 5000 and the percentage of detected mitochondrial transcripts from MT genes (ATP6, ATP8, COX1, COX2, COX3, CYTB, ND2, ND3, ND4, ND4L, ND5, ND6) was less than 30%. The Pig ND1 gene was not included in MT-based filtering due to high sequence variant in pigs.

### Identification of cell clusters

After filtering, unsupervised clustering was performed using Seurat v3^32^. Datasets from different sequencing libraries underwent normalizing and scaling. Variable genes were determined using Seurat’s “FindVariableGenes” function with default parameters (selection.method = “vst”, nfeatures = 2000). Clusters were identified via the “FindClusters” function (0.8 < resolution < 1.5) implemented in Seurat using principal components with a *P* value < 0.01 and subsequently visualized using the “RunTSNE” and “RunUMAP” functions (reduction = “pca”).

### Identification of differentially expressed genes (DEGs) across clusters

“FindAllMarkers” function implemented in Seurat v3 was used to identify DEGs across clusters with the options “min.pct = 0.25, logfc.threshold = 0.25”. Multiple test correction for *P* value was performed using the Bonferroni method, and 0.05 was set as a threshold to define significance. Furthermore, cell-type identities were assigned using canonical cell-type markers.

### Gene ontology (GO) enrichment analysis

Gene Ontology (GO) analysis was using in the clusterProfiler 4.0 package^103^. The GO terms of selected genes were enriched in the database “org.Hs.eg.db” using “enrichGO” function because of the lack of study in pigs. Benjamini–Hochberg (BH) method was used for the multiple test adjustment.

### Integration of multiple datasets from different sequencing platforms

Datasets derived from the 10X (scRNA-seq) and the DNBelab C4 (snRNA-seq) platforms were integrated using the Seurat R package (version 3.2.2) after cell filtering. In detailed, data was log1p-normalized with the SCT normalizeData method using the “SCTransform” function, and subsequently scaled by the Pearson Residuals with a scale factor of 10,000 as default using the “ScaleData” function. The top 3000 highly variable features were selected using the “SelectIntegrationFeatures” function, followed by finding the integration anchors using the “FindIntegrationAnchors” function, performing the integration of the data using the “IntegrateData” function. Following integration, principal component analysis was performed using the “RunPCA” function with default parameters, then both t-SNE (t-Distributed Stochastic Neighbor Embedding) and UMAP (Uniform Manifold Approximation and Projection) dimensionality reduction methods were conducted based on the top 20 principal components (PCs) using the “RunTSNE” and “RunUMAP” functions, respectively. Moreover, unsupervised clusters were identified by setting the top 20 PCs and a clustering resolution of 1.0 using “FindNeighbors” and “FindClusters” functions. The Pearson correlation coefficients of cell types were calculated using the average expression of top 3000 highly variable features and visualized using pheatmap R package (1.0.12).

### Pseudotime trajectory analysis

*PECAM1* + *PTPRC-EPCAM-COL1A1-PDGFRB-HBB*^low^ ECs was used to subset the ECs from adipose tissues. Then, the “IntegrateData” function with cca methods in Seurat package were used to correct the batch effect of ECs in adipose-V and adipose-S. The integrated ECs of both adipose-V and adipose-S were clustered by “FindClusters” with resolution 1.0. Each cluster was annotated based on canonical subtype markers and cluster specific DEGs. Both all ECs and EndMT subtype were used to perform the subsequent pseudotime trajectory analysis. Monocle 2^104^ package was used to discover the cell state transitions ECs. Genes expressed in less than 10 cells were filtered out. DEGs were computed by function “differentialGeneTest” in monocle2. Genes with qvalue less than 0.01 were regarded as DEGs and sorted by qvalue using “setOrderingFilter” function. The pseudotime trajectory was constructed by “DDRTree” algorithm with default parameters. The dynamical expression changes of selected marker genes by pseudotime were visualized by “plot_genes_in_pseudotime” and “plot_pseudotime_heatmap” function.

### Cross-species comparison of intercellular communications between pig and human

Intercellular communication analysis was conducted using CellChat (v0.0.1) R package with default parameters^65^. Pig and human liver, kidney, and heart datasets were analyzed separately. The human liver^105^, kidney^106^, and heart^107^ datasets were collected from previous reports. Intercellular communications analysis was performed based on cell types shared by the separate liver, kidney, and heart between pig and human. Cell–cell communication network was visualized using the “netVisual_aggregate” function, centrality score was computed and visualized using the “netAnalysis_signalingRole_network” function, relative contribution of each ligand-receptor pair was visualized using the “netAnalysis_contribution” function.

### TF-target interaction inference

TFs gene list was downloaded from the animalTFDB3.0^108^. Only genes expressed in more than 5% of corresponding cell types were subjected to GENIE3^109^ (v1.8.0) to infer putative regulatory circuits from expression data using tree-based ensemble methods. TF-target pairs with weight value more than 0.01 were retained for primary regulatory network construction. The total frequency of each TF-target pair present in 13 species was counted to evaluate its conservation level. TF-target pairs present in at least 5 species were considered as ‘conserved regulomes’. Conserved regulomes were visualized using the igraph^110^ (v1.2.6) R package.

### Construction of the PCA database

The PCA database was generated with ShinyCell^111^ with default settings and modified to include the introduction and user guide pages.

### Tissue processing

All peripheral pig tissues were stored in 70% ethanol at 4 °C. The pig brain tissues were stored in PBS buffer at 4 °C and changed into 70% ethanol one week prior to paraffin embedding. We first dehydrated the tissues with absolute alcohol (VWR chemicals) and xylene (Histolab). Next, paraffin (Histolab) immersion was performed using an automated Tissue Processing Center TPC 15 Duo (MEDITE) machine. After manual embedding into separate paraffin tissue blocks, one representative section (4um) was taken from each tissue block using a microtome (Microm HM 355 S, Thermo Fisher Scientific). A microm STS Section-Transfer-System (waterfall) was used for section transfer into a warm water bath (38 °C) stretching before placed on SuperFrost PlusTM slides (VWR). All slides were dried at room temperature for 24 h followed by 50 °C overnight (LAMB Windsor Incubator E18.31, Histolab).

### Immunohistochemical staining

Antibodies produced within the HPA project (see Supplementary Data 14 for antibody information) with high reliability (based on human antibody validation^112,113^), and over 80% sequence homology to pig orthologs was used for immunostaining. All antibodies are published on the HPA portal (www.proteinatlas.org) with more details about antibody reliability and tissue distribution in humans Formalin-fixed paraffin-embedded (FFPE) pig tissues, previously validated and prepared^30^, was utilized for validating that scRNA-seq is a robust method for the classification of different cell types. The staining protocol follows our previous study by Karlsson et al, as briefly described below. Full size tissue sections as well as sections from tissue micro array (TMA) were represented by 1 mm punches moved from the donor block to an empty recipient paraffin block. Deparaffinization and rehydration were performed by Autostainer XL (ST5010, Leica biosystems) followed by heat-induced epitope retrieval in pH6.1 citrate buffer (DAKO, diluted 1:10 with deionized water) and pressure boiler (decloaking chamber, Biocare Medical). Autostainer 480 (ThermoFisher Scientific) was used for automated IHC staining with UltraVision™ Quanto Detection System HRP DAB-kit from Thermo Fisher Scientific including Ultra V Block, HRP Polymer, Primary Antibody Enhancer, DAB Quanto Substrate, DAB Quanto Chromogen, and primary antibodies were diluted in Antibody Diluent OP Quanto. After a 5 min block (Ultra V Block), primary antibodies were incubated for 30 min, followed by the secondary HRP Polymer (ThermoFisher Scientific) and the final step of 5 min DAB Quanto incubation. All steps were separated by double wash (Tris Buffer and Tween 20). Slides were placed in water and moved to the Autostainer XL (ST5010, Leica biosystems) for counterstaining (hematoxyline), dehydration, and cover glass mounting. Image digitalization was performed with Scanscope AT2 (Aperio) using a 20× objective.

### Immunofluorescence staining

Two slides with adipose tissue samples were dewaxed using Histoclear. One slide of adipose tissue was then incubated with ACTA2 monoclonal mouse antibody (1:100 dilution) and PECAM1 polyclonal rabbit antibody (1:50 dilution) overnight at 4 °C. The other slide was incubated with VWF monoclonal mouse antibody (1:7,000 dilution) and TAGLN polyclonal rabbit antibody (1:100 dilution). The slides were then washed in TBS-Tween and blocked with TNB buffer. To visualize the proteins, an HRP-conjugated swine anti-rabbit antibody (diluted 1:200 in TNB buffer) was added and the slides were incubated at room temperature for 30 min. The slides were washed and then incubated with TSA-FITC substrate for 15 min in the dark. After this step, the slides were placed in 0.1% NaN3 in PBS to inactivate the secondary antibody. They were then incubated in the dark with an HRP-conjugated donkey anti-mouse antibody (diluted 1:200 in TNB buffer), and after washing incubated with a TSA-Cy3.5 substrate.

### TGF-β2 treatment-induced EndMT

Primary pig aortic endothelial cells (PAECs) were cultured in Dulbecco’s modified Eagles’s medium (DMEM) with 4.5 g/L d-glucose, L-Glutamine, and pyruvate (Gibco, #41966052), supplemented with 10% fetal bovine serum (FBS) (Sigma, #F7524), 1× non-essentials AA (MERCK, #M7145), and 1× penicillin/streptomycin. The PAECs were cultured on 0.1% gelatin (MERCK, #D8537) coated culturing flasks (Nunc, #156499) in a 5% CO_2_ humidified incubator at 37 °C.

Primary human umbilical vein endothelial cells (HUVECs) were cultured on 0.1% gelatin-coated culturing flasks in M199 medium (Gibco, #22350-029) supplemented with 2mM l-Glutamine (Gibco, #35050-061), Endothelial Cell Growth Supplement (ECGS)/ Heparin (PromoCell, #C-30120), and 20% FBS, in a 5% CO_2_ humidified incubator at 37 °C. The M199 medium with supplements was replaced three times per week. HUVECs were passaged every 14 days by washing the cells twice with PBS, trypsinized, and centrifuged at 250 × *g* for 5 min.

For TGF-β2 treatment, 100,000 PAECs/well were seeded in 12-well plates (Thermo Scientific, #150628) supplement with 2 ng/mL TGF-β2(Merck, T2815) in triplicates. Control cells were cultured in normal PAECs medium without TGF-β2. On day 2, the PAECs were trypsinized and seeded (100,000 PAECs/well) in 12-well plates followed by changing the medium on day 4. For HUVECs, which grow much slower compared to PAECs, cells were cultured in control (0 ng/mL, TGF-β2) and TGF-β2 medium (2 ng/mL) for 5 days without passaging. All cells were harvested for analysis of ACTA2 and CD31 expression by flow cytometry 5 days after TGF-β2 treatment.

### Flow cytometry analysis of ACTA2 and CD31 expression

Cells (PAECs and HUVECs) were washed in PBS twice, dissociated with trypsin (Gibco, #25300054), and centrifuged at 400 g for 4 min. The cell pellets were washed with PBS + 5% FBS twice and resuspended in 240 µL PBS + 5% FBS. PAECs were stained with ACTA2 (AF488 Human Alpha-Smooth muscle actin, R&D, Cat#IC1420G, 1:100 dilution), CD31 (Porcine CD31/PECAM1 AF700, R&D, #FAB33871N-100UG, 1:100 dilution), and CD45 (BV421 Mouse Anti-Human CD45, BD Bioscience, #563879, 1:100 dilution). HUVECs were stained with CD31 (FITC Mouse Anti-Human CD31 (BD Bioscience, #555445), 1:100 dilution) and ACTA2 (AF488 Human alpha-Smooth muscle actin, R&D, Cat#IC1420G, 1:100 dilution) separately. Cells were incubated on ice in the dark for 30 min. Before FC analysis, the stained cells were washed twice with pre-cooled PBS + 5% FBS. At the final wash, the cells were resuspended in 200 µL PBS + 5% FBS. Prior to this study, we compared the pig and human ACTA2 amino acid sequences, which are identical. Antibody validation of anti-ACTA2 was also validated by staining human mesenchymal stem cells. Flow cytometry was performed with the NovoCyte Quanteon analyzer (Acea bioscience, Inc, US) provided by the FACS Core Facility, Aarhus University.

### Statistics and reproducibility

Statistical significance of differential expression gene was performed with multiple test correction for *P* value (Bonferroni). Benjamini–Hochberg (BH) method was used for the multiple test adjustment for the gene ontology enrichment analysis. Unpaired, two-sided *t*-test was used for comparison of CD31 and ACTA2 expression in the induced EndMT experiments in cultured ECs. A *P* value less than 0.05 was considered statistically significant. Unless stated elsewhere, all immunohistochemistry, immunofluorescence staining and FACS experiments was performed with at least three experimental replicates. No statistical method was used to predetermine sample size. No data were excluded from the analyses. Filtering criteria for the low-quality cells and potential doublets are provided in the method above and the source code. Randomization is not related to this study. The investigators were not blinded to allocation during the experiments and the outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of additional supplementary data

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Reporting Summary

## Data Availability

The single-cell and single-nuclei RNA-sequencing data generated in this study have been deposited in the CNGB Sequence Archive (CNSA) of China National GeneBank DataBase (CNGBdb) under accession code “CNP0002165”. The single-cell and single-nuclei RNA-sequencing data generated in this study have also been deposited in the gene expression omnibus database (GEO) under accession codes “GSE196055” and “GSE193975 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi]”. All matrix data can be downloaded from the PCA database (https://dreamapp.biomed.au.dk/pigatlas/). All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Endothelial cell heterogeneity and microglia regulons revealed by a pig cell landscape at single-cell level
**Source:** Nat Commun. 2022 Jun 24;13:3620. doi: 10.1038/s41467-022-31388-z
**Supplement:** Supplementary file 3 — Descriptions of additional supplementary data

### **Descriptions of additional supplementary data files**

Supplementary Data 1. Metadata of all samples, sequencing, sequencing quality control and cells.

Supplementary Data 2. Comparison analysis of scRNA-seq and snRNAseq.

Supplementary Data 3. Summary of clusters, corresponding cell types, and cell type specific markers used for annotation in all 20 tissues.

Supplementary Data 4. Top 50 markers for each cell cluster.

Supplementary Data 5. List of enriched GOs based on marker genes for retina cells.

Supplementary Data 6. List of enriched GOs based on marker genes for kidney cells.

Supplementary Data 7. List of numbers and fractions of ECs from all tissues.

Supplementary Data 8. List of DEGs and GOs in the 21 EC clusters.

Supplementary Data 9. Marker genes for the EC subtypes in adipose tissues.

Supplementary Data 10. List of the liver, kidney, and heart datasets from pigs and humans.

Supplementary Data 11. List of the cell numbers of single cell transcriptome in the liver, kidney, and heart from pigs and humans.

Supplementary Data 12. Sample information of 13 different species.

Supplementary Data 13. List of conserved TF-target pairs in 13 different species.

Supplementary Data 14. List of antibodies used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

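The samples re-analysed were the scRNA-seq libraries of cultured aorta ECs and cultured lung ECs (Fig. 4), 1 library each. The authors deposited counts, the number of UMIs per gene and cell that Cell Ranger gave on Sscrofa11.1, without normalization and before the limits on cells in the methods. All values were whole numbers, and cells beyond those limits were present in both libraries. The aorta library held 1185 cells and 46080859 UMIs and the lung library 5946 cells and 57213236 UMIs. Of the 22804 genes in the counts, 7821 were given only by an Ensembl identifier. A table of gene names gave a symbol to 1051 of these. The rest, and 2 genes whose symbol another gene also had, were kept under their identifier, 6772 in all. CLDN5, MSLN, UPK3B, KRT19, RPS6, MKI67, XIST, DDX3Y, UTY, EIF2S3Y, USP9Y and ZFY were on the gene lists used here but not among the features. Genomic places were read from the NCBI RefSeq annotation of the same build by gene symbol, while the counts rest on Ensembl gene models, so the ends of a gene may differ between them.

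Cells with more than 200 and fewer than 5000 detected genes and under 30% of UMIs from 12 mitochondrial genes were kept, as in the methods, which leave ND1 out of the list. Each library was clustered on its own with Seurat 5.3.0 in R 4.3.3. Values were log-normalized to 10000 UMIs, and 2000 variable genes were selected, of which 1967 in the aorta and 1954 in the lung were left after the marker genes had been taken out. Clusters were made from 20 principal components at a resolution of 1, which lies in the range given by the paper. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scanpy 1.11.5 was used for the other steps. Scrublet, as run in scanpy, called 3 of 246 aorta cells (1.22%) and 4 of 5683 lung cells (0.07%). A share under 0.5% in a library of that size was taken to mean that the caller had not worked. Its calls therefore gave no alternative for the lung.

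Clusters were named from lists of markers for endothelial, fibroblast, EndMT, smooth muscle, pericyte, immune, epithelial, mesothelial, lymphatic, intermediate, S phase and G2M phase cells. These lists, the comparisons and the first set of alternatives were fixed before the data were examined. A marker counted as raised in a cluster at 20 CPM or more and at least 2-fold above the rest of the library, and endothelial markers counted as held at 0.25 of the highest cluster or more. At least 3 markers were needed for a name, and ribosomal markers of intermediate cells had to be raised 1.25-fold. These thresholds and the order in which names were tried were chosen after the pooled marker levels of the clusters had been seen. The first form of the naming rule gave the name fibroblast to 0 aorta and 90 lung cells, because pericyte markers outnumbered fibroblast markers in the other clusters with raised COL1A1 and COL1A2. The rule was then changed to call all 21 aorta and 332 lung cells with raised COL1A1 and COL1A2 collagen-high. EndMT-like clusters had raised EndMT markers while neither COL1A1 nor COL1A2 was raised. The rest of the library included the collagen-high cells, so a collagen level above that of endothelial-like cells could still count as not raised. A cluster of low depth for its library was left unnamed unless a marker of its class was among its leading genes. Because the names were rebuilt from markers, classes need not hold the same cells as the clusters of Fig. 4.

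Levels are CPM of UMIs summed over a class. Intervals are exact Poisson intervals for levels and Clopper-Pearson intervals for shares, at 95%, and a level from a count of 0 was given the limit of 3 counts. Shares of cells with a UMI, phases and the count of cells with ACTA2 and TAGLN but no collagen UMIs were also computed after each cell had been thinned to 5200 UMIs, which is the 10th percentile of UMIs per cell rounded down. Cells shallower than this were left out, 130 of the 246 in the aorta. Phases were scored with Seurat's CellCycleScoring. On thinned counts, only genes seen in at least 1% of cells were used for the scores, since the scoring failed with all genes. With 1 library per condition, no test of levels or shares, p-value or number of changed genes is given, and cells were not treated as replicates. A gene list was compared only with random lists of genes, across the genes of pooled classes.

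The genes named were taken from those that the paper names for the cultured ECs, from lists of TGF-β ligands and receptors, TGF-β response genes, EndMT process genes and sex-linked genes, and from the fixed markers where a class is described. They also include the 5 genes outside the marker and cell cycle lists with the highest fold in a class over the rest of its library, at 100 CPM or more and in at least 25% of the cells of the class. For lung against aorta endothelial-like cells, they were taken from the 5 genes with the largest fold each way among genes at 50 CPM or more in 1 of the libraries. The leading genes of single clusters, the collagen genes used to measure collagen loss and the other genes named beside these were chosen after their values had been seen.

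Alternatives covered the limits on genes and on the mitochondrial share, the resolution, the number of components, marker and cell cycle genes among the variable genes, doublets, joint clustering, the mean of each cell's CPM, thinning, the UMIs needed or allowed per gene, cells in G1 only and a minimum of 20 CPM. Alternatives added later were a search over 156 combinations of limits per library, the removal of cells with a Scrublet score among the highest 5%, no upper limit on genes for the phases and for lung against aorta, and the removal of cells with under 1% mitochondrial UMIs. Ties in the Scrublet score were included, so 25 of 246 aorta cells and 383 of 5683 lung cells were removed. The steps for folds, for correlations across genes and for gene lists were tested on simulated data. With 200 of 2928 genes changed, 100% of the changes were recovered and 0% of the unchanged genes were off. The correlation of changes was 0.789 with a simulated shared change and 0.00824 without it, and the median of the gene list was -0.99 with a simulated loss and 0.03 without it. The TGF-β2 treatment, the flow cytometry and the pig tissues were not analysed here.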

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

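The test of doublets among the immune-like cells was chosen after the result was seen.

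A cluster of 90 immune-like cells (1.58%, interval 1.28 to 1.94) was found in the cultured lung ECs, where the paper names no immune cells, and this signal in cells outside those that the paper discusses is why it is listed here. Its immune markers, which named it, were PTPRC at 73.8 CPM (69 UMIs), CD68 at 127 CPM (119 UMIs), AIF1 at 85.6 CPM (80 UMIs) and C1QB at 73.8 CPM (69 UMIs). In endothelial-like lung cells, PTPRC stood at 0.0397 CPM (2 UMIs), CD68 at 0.813 CPM, AIF1 at 0.397 CPM and C1QB at 0.0198 CPM. Free RNA gives all classes a like low level, so these differences argue against it as the source, although the genes also named the class. At least 2 immune markers were seen in 17 of the 90 cells and in 1 of the 4930 endothelial-like cells, so most cells of the cluster held at most 1 of them. Outside the naming lists, the class was led by CTSS (8.38-fold over the other lung cells), CTSH (3.88-fold), FABP5, LGALS3 and GRN.

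Doublets of an endothelial and an immune cell, or endothelial cells with RNA or parts taken up from immune cells, stay open as technical explanations. The median UMIs of the class were 1.09 times those of the endothelial-like cells, fewer than pairs of cells of that size would hold. Scrublet called too few cells in this library for its calls to be used. Its median score was lower in the immune-like cells (0.0574) than in the endothelial-like cells (0.0962). This goes against doublets as far as scores from this library can be trusted. With the cells of the highest scores removed, 88 lung cells (1.66%) were still immune-like. The median endothelial marker stood at 45.7% of its level in the endothelial-like cells, which is near what an equal mixture would show. Since these values point different ways, doublets cannot be told apart from single cells that carry both sets of transcripts. Immune cells from the perfused lung that lived on among the ECs may be part of the cluster, but no biological explanation was tested.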

How the results depend on the processing

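The tests chosen after the results were seen were the search over limits, the removal of cells with the highest Scrublet scores, the removal of cells with under 1% mitochondrial UMIs, and no upper limit on genes for the phases and for lung against aorta. No paired analysis was possible because both libraries carry replicate number 1 and there was 1 library per condition, so nothing links an aorta sample to a lung sample. The folds of TAGLN and of the 10 genes with the largest folds between lung and aorta kept their direction under the alternatives that were run. The order of EndMT-like and collagen-high shares in the aorta, and that of ACTA2 in endothelial-like lung and aorta cells (4.95 against 4.12 CPM, with overlapping intervals), turned over with no upper limit on genes. The first also turned over with cells under 1% mitochondrial UMIs removed. With both libraries clustered together, ACTA2 in endothelial-like aorta cells was 1.74 CPM. Of the values that answer a comparison, 98 stayed within the counting interval of the reported value under an alternative and 37 moved beyond it. Of the values of other classes and genes, 127 stayed and 40 moved.

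With no upper limit on genes, 955 aorta cells passed instead of 246, since 709 cells with 5000 or more genes entered. EndMT-like cells were then 7.12% and collagen-high cells 14.6% of the aorta, COL1A1 in EndMT-like cells was 342 CPM, and cells with ACTA2 and TAGLN and no collagen UMI were 4.29% of the aorta. The log2 fold of TAGLN, lung over aorta endothelial-like cells, was 2.01 against 1.81. With fewer than 6000 genes, 325 aorta cells passed. With under 10% mitochondrial UMIs, 217 aorta and 5535 lung cells passed. These numbers follow from the limits. The settings found in the search gave 493 aorta cells (more than 200 and fewer than 6500 genes, under 25%) and 882 aorta and 5616 lung cells (more than 1000 and fewer than 8000 genes, under 30%).

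With both libraries clustered together, endothelial-like cells were 38.6% and EndMT-like cells 50.0% of the aorta, with ACTA2 at 1460 CPM, TAGLN at 2122 CPM and PECAM1 at 76.3 CPM in the EndMT-like cells. With 10 components, COL1A1 in EndMT-like cells was 152 CPM. The 123 aorta cells named EndMT-like by joint clustering had medians of 3104 UMIs and 0.112% mitochondrial UMIs. The 95 endothelial-like aorta cells then had a median of 7.17%, and the 39 EndMT-like lung cells 0.170%. Joint clustering thus gave the name EndMT-like mostly to cells with few mitochondrial UMIs. For the 10 components, the cause was not tested. With cells under 1% mitochondrial UMIs removed, 77.2% of the remaining aorta cells were endothelial-like, 8.09% EndMT-like and 14.7% collagen-high, and 4.41% had ACTA2 and TAGLN and no collagen UMI. This follows from the removal of 55 of the 66 EndMT-like cells.

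Thinning to 5200 UMIs gave 1648 CPM of ACTA2 and 0 CPM of PECAM1 in EndMT-like cells. The G1 share was 0% of EndMT-like cells and 41.2% of endothelial-like lung cells. Cells with ACTA2 and TAGLN and no collagen UMI were 8.62% of the aorta and 1.34% of the lung. Thinning leaves out the shallower cells and takes UMIs from the others, and which of these moved the values was not tested. Requiring 5 UMIs of each of ACTA2 and TAGLN gave 7.72% in the aorta and 0.0880% in the lung, and requiring 2 UMIs gave 0.246% in the lung. Allowing 1 collagen UMI gave 18.7% and 3.13%. These changes follow from the stricter and looser counts.

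With the highest Scrublet scores removed, 42.3% of collagen-high aorta cells were in G1 and the log2 fold of TAGLN was 2.05. As the mean of each cell's own CPM it was 1.42, and with G1 cells only 1.50. The cause was not tested. Scrublet calls could not be used in the lung, nor for lung against aorta, because too few lung cells were called. Of these 10 genes, the alternatives shared 9 (mean of each cell), 8 (G1 only), 9 (highest scores removed), 7 (no upper limit) and 3 (20 CPM).

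Depth limits several results. EndMT-like cells had a median of 3829 UMIs, and 45 of the 66 were too shallow for thinning, so their thinned shares rest on 21 cells. In these cells, 0 UMIs of a gene allows up to 9.72 CPM, which leaves most receptors and transcription factor genes without a usable value. Collagen-high aorta cells numbered 21, with a limit of 16.1 CPM. VWF had too few UMIs in both libraries for any statement on co-expression.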

Differences from the paper's values

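The search over limits, and the phases with no upper limit on genes or with the highest Scrublet scores removed, were the tests chosen after the results were seen.

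Under the limits in the methods, 246 cells of the cultured aorta ECs passed, against 882 cells in the paper. Of the alternatives set before the data were examined, no upper limit on genes came nearest, with 955 cells, which is more than the paper's number. The others stayed far below it: ND1 added to the mitochondrial genes (244 cells), fewer than 6000 genes (325), under 20% mitochondrial UMIs (243), under 10% (217) and more than 500 genes (235). At any mitochondrial share, 321 aorta cells had more than 200 and fewer than 5000 detected genes. In a search over 156 combinations of limits, chosen after seeing the values, 1 combination gave the paper's 882 aorta cells (more than 1000 and fewer than 8000 genes, under 30%) and gave 5616 lung cells. Another gave the paper's 5698 lung cells (more than 200 and fewer than 6500 genes, under 25%) and gave 493 aorta cells. None of the combinations gave both numbers exactly. The nearest to both, more than 200 and fewer than 7600 genes and under 25%, gave 883 aorta and 5700 lung cells, and fewer than 7600 genes with the other limits of the methods gave 885 and 5709. None was adopted, since they were chosen after seeing the values. With the limits in the methods, 5683 lung cells passed.

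The G1 share of the collagen-high aorta cells was 19.0% (4 of 21 cells, interval 5.45 to 41.9), against the paper's value for fibroblasts of about 8% in Fig. 4f, read by eye. The interval includes the paper's value, so counting error alone could give this difference. The alternatives set before the data were examined gave 18.2% after thinning (interval 2.28 to 51.8) and 19.0% with Scrublet calls removed. Of the settings chosen for the phases after seeing the values, no upper limit on genes gave 10.1% of 139 cells, and removal of the highest Scrublet scores gave 42.3%. The collagen-high class was rebuilt from markers and need not hold the same cells as the fibroblast cluster. For the EndMT-like cells, the G1 share of 10.6% lay near the paper's value of about 9% in Fig. 4f, read by eye. After thinning it was 0% of 21 cells, with an interval of up to 16.1% that includes the paper's value.

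The paper names an intermediate EC cluster in both tissues, and no cluster was given that name here in either library. Only endothelial-like clusters with neither S nor G2M markers raised were tried for it. The paper's aorta clusters include proliferating ECs, whereas the 159 endothelial-like aorta cells under the gene limit formed no cluster with S or G2M markers raised. At a resolution of 1.5, set before the data were examined, 42 of them formed a cluster with both lists raised, and with no upper limit on genes 165 cells had S markers and 154 had G2M markers raised. The paper shows the same number of clusters for both tissues, against 4 clusters in the aorta and 12 in the lung before clusters with the same name were joined. The names were rebuilt from markers in each case, so they need not cover the same cells.

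The paper describes EndMT-like cells without raised COL1A1 and COL1A2. Under the gene limit, COL1A1 in EndMT-like cells was 97.2 CPM against 84.2 CPM in endothelial-like cells. Without the upper limit, it was 342 CPM against 24.4 CPM, which is higher than in endothelial-like cells and far below the 4910 CPM of collagen-high cells. The paper describes co-expression of PECAM1 and VWF with ACTA2 and TAGLN in EndMT cells of the cultured ECs. A cell with UMIs of all 4 genes was not seen among the 246 aorta and 5683 lung cells, and VWF had 0 UMIs in the 246 aorta cells. Among cells without the upper limit, 1 collagen-high aorta cell and 1 endothelial-like lung cell held all 4. In EndMT-like cells, PECAM1 was seen in 4 of 66 cells (6.06%), against 2 of 21 collagen-high cells (9.52%), a difference within counting error. With no upper limit, PECAM1 beside ACTA2 and TAGLN was seen in 4 of 68 EndMT-like cells (5.88%) and 66 of 139 collagen-high cells (47.5%). These classes had medians of 3727.5 and 62295 UMIs, so the shares are not matched for depth.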

Other observations

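The tests of mesenchymal cells carried over, of secreted and membrane transcripts, of few mitochondrial transcripts and of collagen loss were chosen after the result was seen, as were the 1% limit that they use, the counts with ACTA2 and TAGLN by mitochondrial share, the ratios and correlations under the gene limit and the limits by which the correlation across genes was judged.

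The EndMT-like cells of the cultured aorta ECs were tested against several technical explanations. Doublets of an endothelial and a mesenchymal cell would hold more UMIs than either, but the median UMIs of EndMT-like cells were 0.672 times those of the endothelial-like and collagen-high cells. Free RNA would spread ACTA2 over all classes alike, but its CPM in EndMT-like cells was 94.7 times that in endothelial-like cells. ACTA2 also named the class, but it had been taken out of the genes from which the clusters were made. These values argue against both explanations. Smooth muscle cells from the vessel wall stay open. Of the mature smooth muscle markers, 2 were raised, ACTG2 at 305 CPM against 1.50 CPM in endothelial-like cells and LMOD1 at 29.2 CPM against 3.01 CPM. MYH11 had 1 UMI, and DES and SYNPO2 had 0, which allows up to 9.72 CPM. ACTG2 was also raised in collagen-high cells (212 CPM with no upper limit), and mature markers of a low level could be missed at this depth, so smooth muscle cells and other mesenchymal cells cannot be told apart.

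The paper raises contaminating mesenchymal cells from the isolation as a possible inducer of EndMT-like cells, and here such cells were tested as their identity. The median of 10 endothelial markers in EndMT-like cells stood at 1.71% of its level in endothelial-like cells, and in collagen-high cells at 1.32%. An origin outside the endothelium may therefore explain the cells. Cells that completed a transition and lost their endothelial transcripts would look alike, and stay open. In endothelial-like cells with under 1% mitochondrial UMIs, named under the gene limit, the median marker stood at 24.1% of its reference level. The reference was endothelial-like cells with over 20000 UMIs, named with no upper limit on genes. Cells that had lost more of these markers could not have been named endothelial-like, so this value sets no bound on how much of the drop comes from the loss described next.

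Most EndMT-like cells held almost no mitochondrial transcripts. Of the 66, 55 (83.3%, interval 72.1 to 91.4) had under 1% of UMIs from the mitochondrial genes, as did 54 of the 159 endothelial-like cells (34.0%, 26.7 to 41.9) and 1 of the 21 collagen-high cells. With no upper limit on genes, these were 53 of 68, 5 of 632 and 0 of 139, and 52 of the 116 unnamed cells. In the cultured lung ECs, 39 cells were under 1%, of which 37 were unnamed. An unnamed lung cluster of 40 cells, with a median of 0.171%, had 5 of the EndMT markers raised. Intact cells with so few mitochondrial transcripts would be unusual beside the 5.38% and 6.90% of the other classes, so cell fragments or leaking cells are a candidate explanation.

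Transcripts of secreted and membrane proteins, which are translated at the endoplasmic reticulum, were lower in such cells. In 74 endothelial-like cells with under 5000 UMIs, a list of 79 genes of this kind outside the markers had a median log2 change of -0.54 against those with over 20000 UMIs, and all other genes -0.10. Of 10000 random lists of genes of like level, 0.02% had a median as low. In the 54 endothelial-like cells with under 1% mitochondrial UMIs the median was -1.23 against -0.23, and in EndMT-like over collagen-high cells it was -2.20 over 72 genes against -0.34, lower than all 10000 random lists in both. Genes with no UMI, 2, 11 and 7 of the listed ones, were then set to 3 counts in the lists and the random lists alike. The medians were -0.53, -0.88 and -1.74, and 0.01%, 0.01% and 0% of the random lists were as low, with lowest random medians of -0.54, -0.90 and -1.18. The list was tested with endothelial-like cells as the control, and the lower level of such genes in EndMT-like cells could also be biological. The shallow and low-mitochondrial control cells were named under the gene limit, and their 589 reference cells with no upper limit. With no upper limit, only 5 endothelial-like cells had under 1% mitochondrial UMIs, while 52 such cells were unnamed. This control, also used below, therefore depends on the naming.

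The low collagen level that sets EndMT-like cells apart from fibroblasts was tested in the same way. COL12A1, COL8A1, COL18A1, COL5A2, COL14A1 and COL4A2, which endothelial-like cells use, stood together at 0.110 times (0.0627 to 0.178, 16 UMIs) their level in endothelial-like cells with under 1% mitochondrial UMIs, against those with over 20000. In EndMT-like over collagen-high cells with no upper limit, the same genes stood at 0.0929 times (0.0627 to 0.133) and COL1A1 with COL1A2 at 0.0686 times (0.0598 to 0.0782), while ACTA2 stood at 1.29, TAGLN at 1.45 and TPM2 at 1.49 times. Under the limit on genes, however, COL1A1 with COL1A2 stood at 0.0183 times (0.0142 to 0.0233) and the 6 other genes at 0.0422 times (0.0246 to 0.0676), and the first lies below the loss measured in endothelial-like cells. Loss of collagen transcripts from damaged cells may therefore explain part of the low collagen level. Whether it explains all of it cannot be told apart from a lower level in the cells themselves, because the ratio depends on the limit on genes. COL1A1 had 4 UMIs in the endothelial-like cells with few mitochondrial UMIs, too few to follow it there.

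If EndMT-like cells were fragments of collagen-high cells, genes should change between these classes as they do between deep endothelial-like cells and those with few mitochondrial UMIs. This was tested across genes outside the markers, and genes are not independent replicates. Pearson's r was 0.827 (Spearman's rho 0.820) over 2330 genes at 50 CPM or more, 0.897 over 1144 genes at 100 CPM and 0.923 over 518 genes at 200 CPM. With the classes under the limit on genes, r was 0.798, 0.859 and 0.887 over the same genes. For shallow unnamed lung cells with a usual mitochondrial share, r to the first set was -0.256, -0.171 and -0.00548 (under the limit -0.513, -0.470 and -0.364), and for lung cells with few mitochondrial UMIs 0.615, 0.723 and 0.796. For deep endothelial-like over collagen-high cells, it was -0.0966, -0.0831 and -0.0979. After the endothelial change was taken out, the SD of the log2 change from collagen-high to EndMT-like cells fell from 1.20 to 0.676, and that from endothelial-like to EndMT-like cells from 1.39 to 0.902. A candidate explanation is that many EndMT-like cells are fragments of collagen-high cells that kept cytoplasmic transcripts such as ACTA2 and TAGLN. Another mesenchymal cell that was not seen intact, or fragments of cells past a transition, would give the same pattern and stay open, and the test was made on the data in which the pattern was found.

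Single cells were also counted without clusters. Among the 955 aorta cells with no upper limit on genes, ACTA2 and TAGLN without a collagen UMI were found in 27 of 110 cells with under 1% mitochondrial UMIs (24.5%, 16.8 to 33.7). They were found in 6 of 121 other cells with up to 20000 UMIs (4.96%, 1.84 to 10.5) and in 8 of 724 deeper cells (1.10%, 0.478 to 2.17). All 8 of these deeper cells were endothelial-like and held PECAM1 UMIs. Shallow cells lack collagen UMIs more easily, so the count was repeated with each cell thinned to 5200 UMIs. Of cells with both ACTA2 and TAGLN, 8 of 17 with under 1% mitochondrial UMIs (47.1%, 23.0 to 72.2) then had no collagen UMI, against 2 of 11 (18.2%, 2.28 to 51.8) and 2 of 120 (1.67%, 0.202 to 5.89) in the other groups. The first and second differ by no more than counting error. No other explanation of the 8 deeper cells was tested.

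Endothelial-like cells of the lung and the aorta were compared by pooled CPM over 3338 genes at 50 CPM or more in 1 of the libraries, which also differ in tissue, depth and library. STMN2 (chromosome 4, 56952968 to 57006744) was at 70.0 CPM in the lung with 0 UMIs in the aorta, at least 31.1-fold higher. SERPINB2 was 25.5-fold (306 against 12.0 CPM), P3H2 7.36-fold, S100A5 6.49-fold and ADM 6.33-fold higher in the lung. COL3A1 was 52.9-fold (76.7 against 1.45 CPM), MGP 25.3-fold (560 against 22.1 CPM), SULF1 21.6-fold and IFIT2 13.7-fold higher in the aorta. The log2 fold of TAGLN, lung over aorta, was 1.81. ACTA2 was at 4.82 CPM in the lung and 21.8 CPM in the aorta under the limit, but at 4.95 and 4.12 CPM with no upper limit, where the counting intervals overlap, so no direction is given for it. In the aorta cells with no upper limit, the log2 folds of MGP and IFIT2 were -2.84 and -1.55, against -4.66 and -3.77 under the limit, and the genes named above by their fold kept their direction. COL1A1 was likewise higher in the endothelial-like cells of the aorta (84.2 CPM) than of the lung (16.9 CPM), and whether free RNA of collagen-high cells adds to COL3A1 was not tested. MGP and SULF1 were among the leading genes of a cluster of 45 endothelial-like aorta cells led by CCL5 at a resolution of 1.5. No tissue effect can be separated from the library with 1 library per tissue.

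KDM5D and EIF1AY, listed as Y-linked, were seen in both libraries. UMIs of either gene were found in 1389 of the 5683 lung cells. In the aorta, KDM5D was found in 4 and EIF1AY in 47 of the 246 cells. Whether cells of more than 1 animal were mixed cannot be told apart from a single animal, because XIST was not among the features and most cells are too shallow to show a Y-linked transcript. Reads of the related X-linked gene could be counted as EIF1AY.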
